# Tongue immune compartment analysis reveals spatial macrophage heterogeneity

**DOI:** 10.7554/eLife.77490

**Published:** 2022-06-24

**Authors:** Ekaterini Maria Lyras, Karin Zimmermann, Lisa Katharina Wagner, Dorothea Dörr, Christoph SN Klose, Cornelius Fischer, Steffen Jung, Simon Yona, Avi-Hai Hovav, Werner Stenzel, Steffen Dommerich, Thomas Conrad, Achim Leutz, Alexander Mildner

**Keywords:** Tongue, macrophages, single cell sequencing, cell development, Mouse

## Abstract

The tongue is a unique muscular organ situated in the oral cavity where it is involved in taste sensation, mastication, and articulation. As a barrier organ, which is constantly exposed to environmental pathogens, the tongue is expected to host an immune cell network ensuring local immune defence. However, the composition and the transcriptional landscape of the tongue immune system are currently not completely defined. Here, we characterised the tissue-resident immune compartment of the murine tongue during development, health and disease, combining single-cell RNA-sequencing with in situ immunophenotyping. We identified distinct local immune cell populations and described two specific subsets of tongue-resident macrophages occupying discrete anatomical niches. *Cx3cr1*^+^ macrophages were located specifically in the highly innervated lamina propria beneath the tongue epidermis and at times in close proximity to fungiform papillae. *Folr2*^+^ macrophages were detected in deeper muscular tissue. In silico analysis indicated that the two macrophage subsets originate from a common proliferative precursor during early postnatal development and responded differently to systemic LPS in vivo. Our description of the under-investigated tongue immune system sets a starting point to facilitate research on tongue immune-physiology and pathology including cancer and taste disorders.

## Introduction

The tongue is a highly innervated muscular organ with functions in articulation, mastication, and taste perception. Located at the entrance of the gastrointestinal tract, the tongue is constantly exposed to dietary and airborne antigens and therefore acts as a first-line immune organ (Wu, 2021). Moreover, taste sensation plays a critical role in avoidance of spoiled food and beverages. Accordingly, a tongue-resident immune network would be expected with roles in immune defense, tissue remodeling and tongue homeostasis. However, in the immunological context, the tongue is an understudied organ and the composition of tongue immune cells and their transcriptional status is largely unknown. Here, we define the immune cell landscape of the tongue with a specific focus on mononuclear phagocytes, for example, tissue-resident macrophages (TRM).

Until now, the characterization of the mononuclear phagocyte compartment of the tongue mainly focused on Langerhans cells that were first described in the mouse epithelium 40 years ago (Burkhardt et al., 1979) and are identified in humans by their exclusive CD1a immunoreactivity (Darling et al., 2017; Cruchley et al., 1989). The characterization of sub-epithelial macrophage subsets is much more enigmatic and so far depended on the histological examination of a few membrane markers (Agarbati et al., 2021; Shigeoka et al., 2021). For example, human CD163^+^ macrophages can be found in subepithelial areas of the tongue (Shigeoka et al., 2021), a localization that they share with CD11c^+^ ‘dendritic’ cells (Feng et al., 2009). Relying on single markers such as CD11c to identify cells of the ‘dendritic’ cell lineage is problematic since various additional cell types, including monocytes, macrophages, and lymphocytes, can express CD11c (Merad et al., 2013). Besides histological examinations of mononuclear phagocytes in the healthy tongue, the macrophage involvement in various pathological settings has also been studied. Tongue Langerhans cells were for instance shown to be critically involved in IL17-dependent antifungal immunity in the oral mucosa (Sparber et al., 2018), play an important role in T cell priming during squamous cell carcinoma development (Saba et al., 2022) and are depleted in patients with advanced-stage acquired immune deficiency syndrome (Gondak et al., 2012). Furthermore, an increase of activated ED1^+^ tongue macrophages was observed in systemic inflammation in rats (Cavallin and McCluskey, 2005). The recent COVID-19 pandemic has also suggested a potential link of viral infections with tongue immunity, with loss of taste being one of the hallmark symptoms (Agyeman et al., 2020). However, the lack of knowledge of the tongue immune cell compartment in physiology, hampers our understanding of tongue immune responses following pathogen challenge. Therefore, an unbiased characterization of the tongue immune cells is critical to classify and evaluate tissue-resident cell subsets, for example, macrophage dynamics during tongue development and pathologies.

To this end, we profiled the tongue-resident CD45^+^ hematopoietic cell compartment by single cell RNA-sequencing (scRNA-seq). Amongst tongue innate lymphoid cells (ILC), for example, ILC2, and the specific presence of mast cells in early postnatal tongues, we further identified two main *Irf8*-independent macrophage populations, which were characterized by *Cx3cr1* and *Folr2* expression, respectively. *Cx3cr1*-expressing macrophages were specifically enriched in the lamina propria of the tongue and were detected in fungiform papillae, which harbor taste buds, but were absent from the epidermis. *Folr2*-expressing tongue macrophages localized in muscular tissue and in the lamina propria. These anatomical niches were colonized during embryonic and early postnatal development from a *Cx3cr1*-expressing precursor of high proliferation capacity. Both macrophage populations showed a robust inflammatory response after in vivo lipopolysaccharide (LPS) administration, including shared and unique pathways.

In summary, our data provide a detailed atlas of the immune cells of the tongue that will facilitate future research of this under-investigated barrier organ.

## Results

### Characterization of murine tongue hematopoietic cells

To examine the tissue-resident immune compartment of the tongue in an unbiased manner, we performed scRNA-seq of FACS-purified CD45^+^ hematopoietic tongue cells isolated from PBS-perfused adult wild-type C57BL/6 mice. Two biologically and technically independent 10X Chromium experiments were performed that yielded highly reproducible results (Figure 1—figure supplement 1a+b).

We sequenced a total of 6773 cells that clustered into 20 transcriptionally distinct subsets (Figure 1a) and used singleR (Aran et al., 2019) for cell lineage recognition (Figure 1—figure supplement 1c). A full list of marker genes and average expression values per cluster can be found in Figure 1—source data 1+2. We detected B cells (cluster 12; characterized by *Cd79a* and *Cd19*), mast cells (clusters 11 and 13; defined by *Kit* and *Ms4a2*), neutrophils (cluster 8; defined by *S100a9* and *Retnlg*), a few endothelial cells (cluster 16, which is mainly present in subsequent scRNA-seq analysis of Figure 3; defined by *Aqp1*, *Col4a1* and *Pecam1*), fibroblasts (cluster 19; defined by *Dcn*, *Peg3*, *Cald1*), and some cells that could not attributed to a specific cell subset (clusters 17). We also detected tongue-resident lymphocytes (clusters 4, 9, 14), which could be further separated into various subsets including different innate lymphoid cell (ILC) populations (ILC1 (*Cd160*, *Itga1*, *Klrk1*), nILC2 (*Arg1*, *Il1rl1*, *Gata3*) and iILC2/ILC3 (*Cysltr1*, *Gata3*, *Kit*)), γδ T cells (*Tcrg-C1*, *Trdc*, *Cd3g*), proliferating T cells (cluster 1; *Top2a*, *Tuba1b*), tissue resident αβ T cells (clusters 2 and 3; *Trac*, *Lat*, *Trbc2*), regulatory T cells (cluster 4; *Foxp3*, *Ctla4*, *Tnfrsf4*), central αβ T cells (cluster 6; *Lef1*, *Sell*, *Ccr7*) and NK cells (cluster 7; *Prf1*, *Ncr1*, *Eomes*) (Figure 1b). Also a small cluster of plasmacytoid dendritic cells (pDC) could be identified (cluster 6; *Ifi203*, *Ifi209*, *Bst2*). However, the majority of cells (65%; Figure 1a) fell into the broad category of mononuclear phagocytes and included Langerhans cells (defined by *Epcam* and *Cd9* expression; cluster 10), different classical dendritic cell (cDC) subsets (cluster 3, 15, 18 and 6), monocytes (characterized by *Ly6c2*, *Cebpb*, *Nr4a1* expression; cluster 7), proliferating myeloid precursor cells (cluster 2) and three subsets of *Cd68-*expressing macrophages (clusters 0, 1 and 5) (Figure 1a).

**Figure 1.**
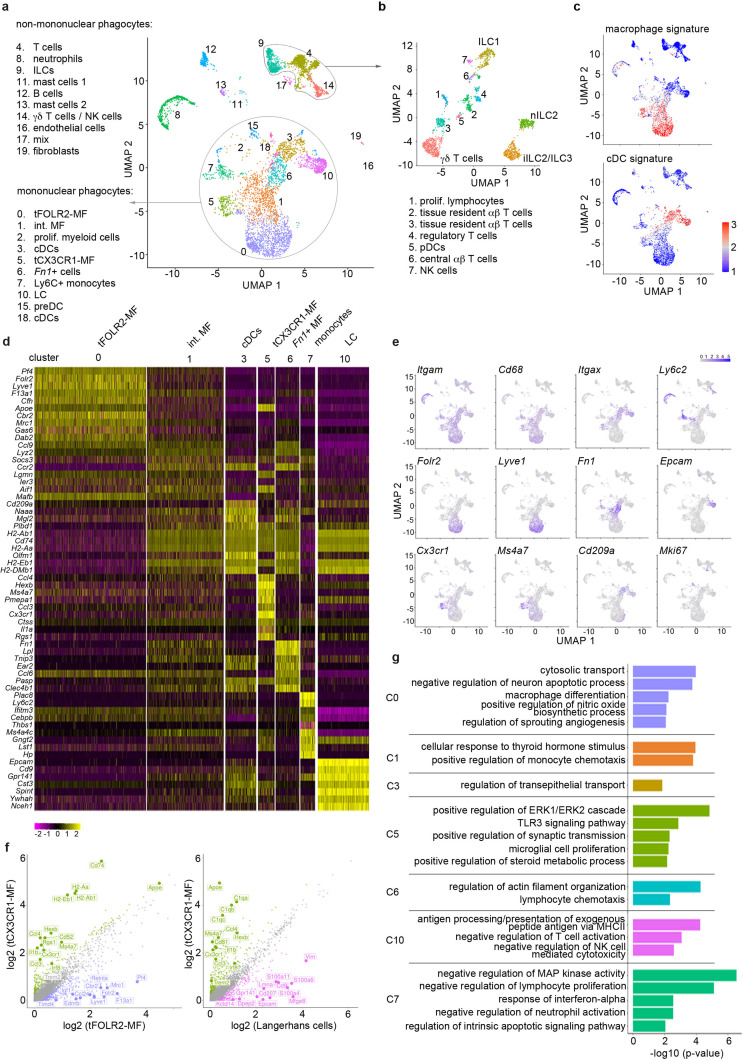
Single-cell sequencing characterization of leukocytes in the mouse tongue. (**a**) UMAP representation of 6773 sequenced tongue leukocytes from adult, female Bl6 mice (pool of n=8 mice). Data from a biologically and technically independent experiment is shown in Figure 1—figure supplement 1a+b. Cluster annotation was performed with SingleR (Figure 1—figure supplement 1c). See Figure 1—source data 1+2 for complete gene lists and marker genes for all clusters. Abbreviations: ILCs (innate lymphoid cells); NK cells (natural killer cells); int. MF (intermediate macrophages); tFOLR2-MFs (tongue Folr2 +macrophages); cDCs (classical dendritic cells); tCX3CR1-MF (tongue *Cx3cr1*+macrophages); *Fn1*+ cells (Fn1-expressing mononuclear phagocytes); LC (Langerhans cells); preDC (pre-dendritic cells). (**b**) Separate UMAP representation of cells within cluster 4, 9, and 14. Additional abbreviations: pDC (plasmacytoid dendritic cells); nILC (natural ILC); iILC (induced ILC). (**c**) Gene Set Variation Analysis (GSVA) analysis was used for the discrimination of macrophages and dendritic cells. One signature gene list for macrophages (derived from Gautier et al., 2012) and one for cDC (derived from Schlitzer et al., 2015) were used to evaluate the enrichment score of each list in the 20 identified clusters. See also Figure 1—figure supplement 1d for cDC1 and cDC2 gene signatures and Figure 1—source data 3 for full gene lists. Cells with the highest similarity to each respective signature are labeled red. (**d**) Heatmap of top marker genes for the main mononuclear phagocyte clusters. See Figure 1—figure supplement 1b for a heatmap of marker genes for all clusters. (**e**) Expression pattern of example genes laid over the UMAP from **a** for dimension reduction. (**f**) Differentially expressed genes in tCX3CR1-MF vs. tFOLR2-MF (left) and tCX3CR1-MF vs. tongue Langerhans cells (right). Indicated genes show an increased expression of >1.5 with an adjusted p-value <0.05. (**g**) Gene ontology analysis of the differentially expressed genes of the main mononuclear phagocyte clusters. Only GO annotations involved in biological processes are shown and redundant pathways were excluded from this representation. See Figure 1—source data 4 for full list of GO terms per cluster. Figure 1—source data 1.Marker genes for the 19 identified clusters.Listed are the marker genes for each cluster of the scRNA-seq experiments 1–4 together with the respective test statistics. Each cluster can be found in separated tabs. As test method we used MAST, the log2fc threshold was set to 0.25 and a Bonferroni mutiple testing correction was applied. We only considered genes that were expressed in at least 20% of the cells in at least one of the groups. Note that cluster 11 is not represented due to low cell numbers and cluster 16 could only be detected in experiment 3 (LPS). These data sets belong to Figures 1, 4 and 6. Figure 1—source data 2.Average expression matrix of scRNA-seq data.The file contains the average expression value for each cluster based on the normalized counts of the cells in the respective sample. Additionally, a column for each cluster indicates, whether a gene is a conserved marker for this cluster (see Figure 1—source data 1). Figure 1—source data 3.Core gene signatures.Listed are the core gene signatures of cDC (tab 1), macrophages (tab 2), cDC1 (tab 3), and cDC2 (tab 4). The gene lists were derived from Gautier et al., 2012; Schlitzer et al., 2015. Figure 1—source data 4.GO enrichment of myeloid clusters.Represented are the full GO lists for the myeloid clusters 0, 1, 3, 5, 6, 7, and 10.

**Figure 1—figure supplement 1.**
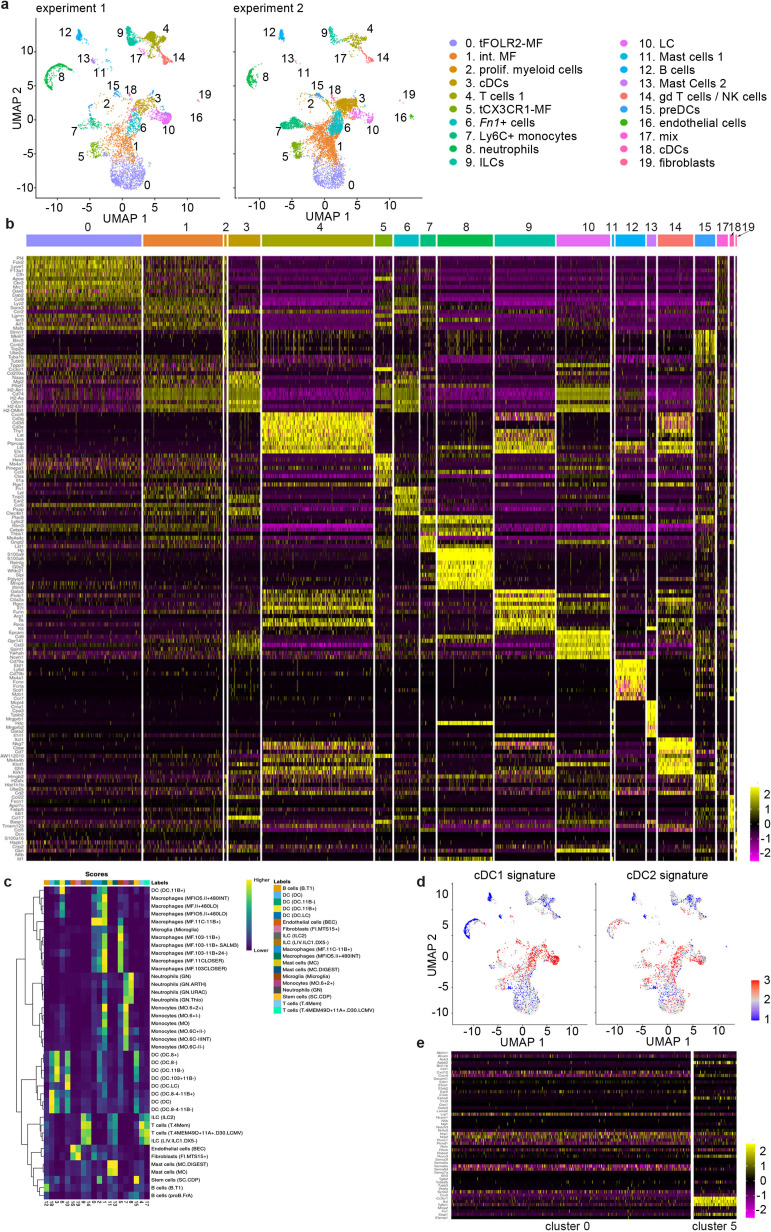
Characterization of adult tongue leukocytes. (**a**) Biological and technical replication (experiment 2, right graph) of the scRNA-seq experiment depicted in Figure 1 (experiment 1, left graph). For experiment 2, CD45^+^ tongue leukocytes were isolated from female mouse tongues (pool of n=10) and 8151 cells were sequenced using the Chromium Single Cell 3’ Reagent Kits v2. Experiment 2 data was integrated with the existing adult data of experiment 1 to allow population comparison. (**b**) Heatmap representing the top 10 marker genes for all detected clusters. Data is derived from experiment 1 shown in Figure 1. (**c**) SingleR results for the annotation of cell clusters. Note that cluster 6 cells showed similarities to CD11b^+^ DCs from Immgen (http://immgen.org/). (**d**) GSVA analysis of the cDC1 and cDC2 signature genes as defined in Schlitzer et al., 2015. Red indicates cells with higher enrichment scores for the signature genes compared to blue. (**e**) Heatmap of genes involved in axon guidance. Shown are the normalized read counts in tFOLR2-MF (cluster 0) and tCX3CR1-MF (cluster 5).

As mononuclear phagocytes would be the first responders in tongue immunity, we focused our subset analysis on this major cell compartment. First, we separated mononuclear phagocytes into macrophages and dendritic cells (DC). For this, we performed a gene set variation analysis (GSVA) (Hänzelmann et al., 2013) by taking advantage of published cDC and macrophage gene signatures (Gautier et al., 2012; Schlitzer et al., 2015; Figure 1—source data 3). The transcriptional signature of clusters 3, 15, and 18 correlated with the cDC gene signature (Figure 1c) and they could further be separated into cDC1 (cluster 3; defined by *Cd209a*, *Cd24a* and *Irf8*) and DC precursors (clusters 15 and 18; characterized by *Hmgb2*, *Asf1b*, *Atad2*). While singleR annotated the *Fn1*, *Lpl*, *Ear2* expressing cells with MHCII-related gene expression in cluster 6 as CD11b^+^ DCs (Figure 1—figure supplement 1c), these cells had neither a strong DC nor a strong macrophage signature (Figure 1c). As the specific cDC2 gene signature (Schlitzer et al., 2015) was also absent in this cluster (Figure 1—figure supplement 1d), the precise ontogeny of these cells will need further investigation.

The GSVA analysis revealed three clusters of cells with macrophage identity, of which clusters 0 and 5 are likely end-stage differentiated macrophage subsets (Figure 1c). Cells in the third macrophage cluster (cluster 1) seem to be macrophages of intermediate differentiation, as their transcriptomic signature shares features with both cluster 0 and 5 (Figure 1d+e). Of the two terminally differentiated macrophage clusters, cluster 0 (hereafter referred to as tFOLR2-MF) expressed high levels of *Folr2*, *Lyve1*, *Pf4* and *Timd4*, while cluster 5 (hereafter referred to as tCX3CR1-MF) expressed high levels of *Cx3cr1*, *Hexb*, *Ms4a7*, *Itgax,* and *Pmepa1* (Figure 1d+e). A pairwise comparison of tFOLR2-MF and tCX3CR1-MF transcriptomes revealed 602 differentially expressed genes (DEGs), indicating major differences between the two tongue macrophage populations (abs(FC)>1.5and adjusted p-value <0.05) (Figure 1f). Importantly, tCX3CR1-MF were transcriptionally distinct from tongue Langerhans cells (tLCs; Figure 1f), which rather showed a cDC signature (Figure 1c).

We performed gene ontology (GO) enrichment analysis for the different mononuclear phagocyte clusters to gather information on possible distinct functions of these transcriptionally defined cell subtypes. Marker genes of intermediate clusters 1, 3, and 6 were not particularly enriched for any GO biological processes, which potentially reflects their intermediate gene expression signature (Figure 1f; the full list of GO annotation is listed in Figure 1—source data 4). tFOLR2-MF on the other hand were enriched for gene sets associated with blood vessel biology (‘regulation of sprouting angiogenesis’) and macrophage function (‘cytosolic transport’, ‘macrophage differentiation’, and ‘positive regulation of nitric oxide biosynthesis’); tCX3CR1-MF showed gene enrichment for broad immune biological processes such as ‘positive regulation of ERK1/2 cascade’ or ‘TLR3 signalling pathway’ and exhibited similarities to CNS-resident microglia with gene enrichment in the biological process ‘microglial cell proliferation’ (Figure 1g).

Recent studies have indicated potential interactions of *Cx3cr1*-expressing macrophages with neurons (Kolter et al., 2019; Chakarov et al., 2019; Wolf et al., 2017). However, unlike these CX3CR1^+^ brown adipose tissue and skin nerve-associated macrophages (Kolter et al., 2019; Chakarov et al., 2019; Wolf et al., 2017), we did not detect a specific and significant enrichment for genes involved in axon guidance, such as *Plxn4* in tCX3CR1-MF (Figure 1—figure supplement 1e).

Altogether, our scRNA-seq data show that the tongue harbours a wide range of tissue-resident immune cells, of which the majority belong to the mononuclear phagocyte system. We identified two terminally differentiated macrophage subsets: tCX3CR1-MF that have a transcriptomic signature associated with innate immune signaling and tFOLR2-MF that seem to function in blood vessel biology and phagocytosis.

### Tongue macrophages belong to the family of interstitial macrophages

We next established a protocol for the identification and isolation of tCX3CR1-MF and tFOLR2-MF by flow cytometry in *Cx3cr1^Gfp^*^/+^ reporter mice (Jung et al., 2000). After DNase/Collagenase IV/Hyaluronidase digestion of the tongue (Figure 2—figure supplement 1a), we were able to detect CD64^+^ cells that could further be separated into cells expressing high levels of *Cx3cr1*-GFP (tCX3CR1-MF) and cells that stained positive for FOLR2 (tFOLR2-MF; Figure 2a). tCX3CR1-MF also expressed the surface receptors CX3CR1, MHCII and CD11c, while tFOLR2-MF were additionally characterized by LYVE1 and TIMD4 expression (Figure 2b). These surface characteristics could also be used to identify the tCX3CR1-MF and tFOLR2-MF in WT Bl6 animals. Of note, a different digestion protocol was necessary to isolate Epcam^+^ tLCs from the epithelial layer of the tongue (see Materials and method section; Figure 2—figure supplement 1b).

**Figure 2.**
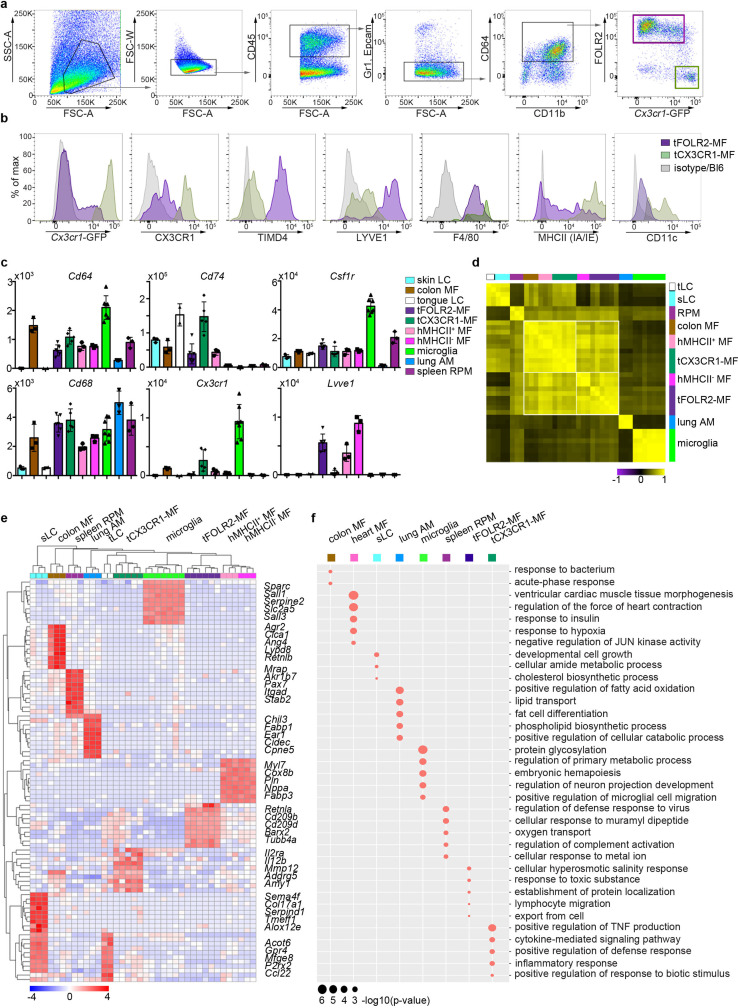
Tissue-specific transcriptomic identity of tongue macrophages. (**a**) Exemplary flow cytometry analysis and gating for tCX3CR1-MF and tFOLR2-MF in *Cx3cr1^Gfp^*^/+^ mice. See Figure 2—figure supplement 1 for isolation tissue procedure. (**b**) Shown are histogram expression patterns for *Cx3cr1*-GFP, CX3CR1, TIMD4, LYVE1, F4/80, MHCII and CD11c on tFOLR2-MF (violet) and tCX3CR1-MF (green). Either isotype controls or wild-type Bl6 mice were used to control for antibody stain or GFP signal, respectively. (**c**) Tissue resident macrophage populations were isolated from different tissues by FACS (see Figure 2—figure supplement 2 for gating strategy; n=2-7) and analyzed by bulk RNA sequencing. Normalized read counts of important macrophage genes are shown across subsets. See also Figure 2—source data 1 for normalized read counts. (**d**) Sample-wise expression correlation analysis of the different macrophage subsets is shown. Color code as indicated in c. (**e**) Heatmap of upregulated genes across macrophage populations. The top 10 upregulated genes per population compared to all other populations are depicted. See also Figure 2—source data 2 for full list of upregulated genes. (**f**) Shown are GO annotations of biological processes that are enriched in specific macrophage subsets. Note that tLC showed no specific enrichment and are therefore not represented in the graph. Furthermore, MHCII- and MHCII+ heart macrophages were not separated for this analysis. Abbreviations: LC (Langerhans cells), MF (macrophages), RPM (red pulp macrophages), AM (alveolar macrophages). Figure 2—source data 1.Read count table bluk RNA-Seq.This table includes the full bulk RNA-seq read counts for all isolated tissue resident macrophage populations that are shown in Figure 2. Figure 2—source data 2.GO enrichment for myeloid populations.Listed are the upregulated genes that could be extracted from the bulk RNA-seq data. These genes were used for GO annotations represented in Figure 2. Each subset is represented in a separate tab. Note that heart macrophages were not separated into MHCII- and MHCII+ cells for this analysis.

**Figure 2—figure supplement 1.**
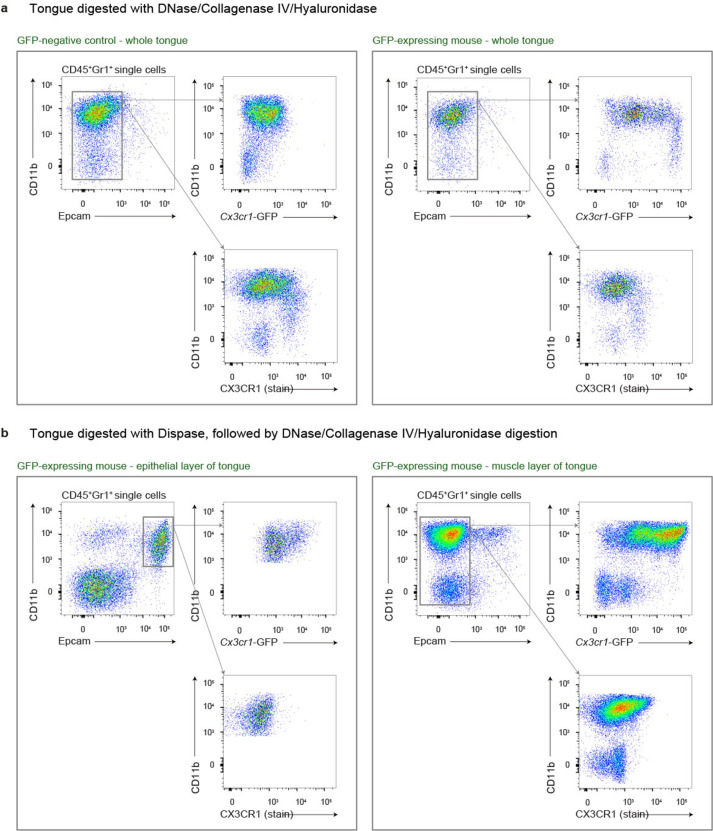
Different isolation methods for the identification of tongue leukocytes. (**a**) Digestion of tongues from PBS perfused mice with Collagenase IV, Hyaluronidase and DNase. Shown are examples for Bl6 mice (left) and *Cx3cr1^Gfp^*^/+^ mice (right). Note the almost complete absence of CD11b^+^ Epcam^+^ Langerhans cells under this digestion regime. (**b**) *Cx3cr1^Gfp^*^/+^ tongues were first digested with Dispase, the epithelial layer was peeled off and subsequently digested with Collagenase IV, Hyaluronidase and DNase. With this preparation protocol, CD11b^+^ Epcam^+^ Langerhans cells could be detected in the epithelial layer (left), but not in the muscle layer (right).

**Figure 2—figure supplement 2.**
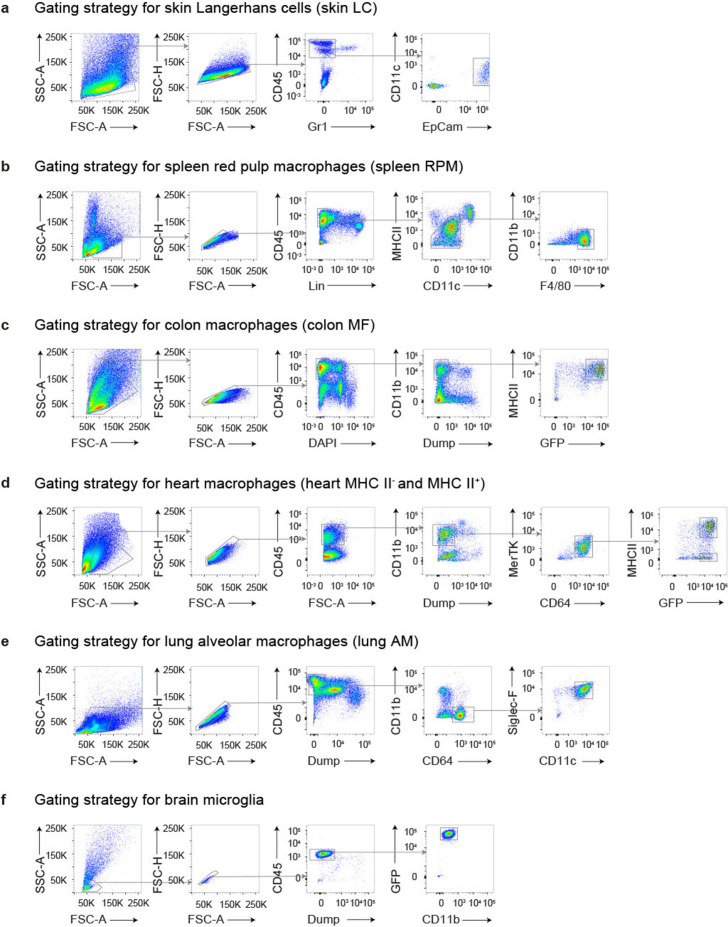
Gating strategy for the isolation of tissue resident macrophages. Shown are the gating strategies that allow the identification of (**a**) Langerhans cells from the skin, (**b**) splenic macrophages, (**c**) *Cx3cr1*^+^ colonic macrophages, (**d**) MHCII^+^ and MHCII^-^ *Cx3cr1*^+^ heart macrophages, (**e**) alveolar macrophages, and (**f**) microglia from the brain.

To identify tongue-specific signatures of tCX3CR1-MF and tFOLR2-MF and to place them in the context of macrophage biology, we compared the transcriptional profiles of FACS-purified tongue macrophages with macrophages isolated from other tissues. We FACS-isolated embryo-derived macrophages like microglia from the brain, alveolar macrophages from the lung (lung AM), F4/80^+^ splenic red pulp macrophages (spleen RPM) and skin as well as tongue Langerhans cells (sLC and tLC, respectively). We additionally isolated heart MHCII^+^ and MHCII^-^ *Cx3cr1*-GFP^+^ macrophages and MHCII^+^ intestinal macrophages (colon MF), which are likely of monocyte origin (Bain et al., 2014; Dick et al., 2018; Varol et al., 2007; see Figure 2—figure supplement 2 for gating strategy and Figure 2—source data 1 for full read count table).

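RNA of the FACS-purified cells was sequenced in bulk as 38 libraries of 10 populations, and the sample labels give each library as a separate replicate. There were 5 libraries of tCX3CR1-MF (3 from females and 2 from males), 6 of tFOLR2-MF (2 from females and 4 from males), 7 of microglia and 2 of tLC. Heart MHCII+ macrophages (hMHCII+ MF), heart MHCII- macrophages (hMHCII- MF), colon MF, spleen RPM, lung AM and sLC had 3 libraries each. All libraries other than those of male tongue macrophages are labelled female, but both heart libraries of replicate 3 held RNA of Y-linked genes. Cells from heart, colon and brain came from Cx3cr1-Gfp/+ mice, in which GFP takes the place of Cx3cr1 on 1 allele, and the other cells from wild type mice. Tissue, preparation and in part genotype therefore change together between populations, and sex is unevenly divided between both tongue populations. Libraries were made with MARS-seq, in which each mRNA molecule receives a random barcode (unique molecular identifier, UMI) at its 3' end, so that copies made by amplification are counted as 1. The authors removed duplicates by UMI, aligned the reads to the mouse genome mm9 with STAR, counted them per gene with htseq-count and divided the counts of each library by its DESeq2 size factor. The values analysed here are these normalized counts of 22601 genes. Within a library, low values were whole multiples of the value of 1 read, which lay between 0.28 and 4.56 normalized counts. Dividing by it returned whole reads, to within 0.1 read, for at least 99.75% of the values above 0 in every library. The recovered total was 1400314 to 2524397 reads per library in tCX3CR1-MF (median 1559557) and 1294246 to 10995530 in tFOLR2-MF (median 3550983.5). It was 1637437 to 7170811 in hMHCII+ MF (median 4181743), 2807745 to 11503192 in hMHCII- MF (median 3978518) and 3224958 to 5235566 in colon MF (median 3890806). Microglia had 1148125 to 10445866 reads (median 4156510), spleen RPM 2862143 to 6618312 (median 3952961), lung AM 8398231 to 10021326 (median 9448183) and sLC 5356308 to 8142609 (median 6915834). The 2 tLC libraries had only 789871 and 1486988 reads, and the number of genes above 0 ranged from 8800 in a tLC library to 15993 in a colon library, so low genes are least well measured in tLC. No 2 replicates of a population were the same library, since all 65 pairs differed by more than sampling noise (chi-square per gene of 4.31 or more). Values were analysed as log2(normalized count + 1), a scale that understates the change of low genes. Log2 fold changes from limma are differences of means on this scale. They can lie well above or below the log2 ratio of the mean counts printed beside them. Each population was compared with all other libraries by limma, over the 14131 genes with at least 10 normalized counts in at least 2 libraries, and a gene was called at a fold change above 2 and a Benjamini-Hochberg adjusted p under 0.001. The other libraries were pooled across populations and entered as if independent, which libraries of the same population are not. Standard errors and p of these comparisons therefore mix differences among the other populations with the spread of replicates. Among the choices that moved the numbers of called genes were the adjusted p threshold, the pseudocount, the gene filter, the comparison group, a block for the replicate number and the choice of a model of log values over one of read counts.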

To validate the population purity, we compared expression of common macrophage-related genes in the different macrophage populations (Figure 2c). All cells except Langerhans cells expressed the macrophage genes *Cd68* and *Cd64*. Furthermore, *Csf1r* expression was detected in almost all macrophage subsets with particularly high levels in microglia, but not in alveolar macrophages (Gautier et al., 2012). 

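Cd68 (ENSMUSG00000018774) lies on chromosome 11 of mm9 from 69477715 to 69479655. It had 522 ± 82.5 normalized counts in the Langerhans cells of skin and tongue together (SD, n = 5 libraries), with 514 ± 106 in sLC (n = 3) and 534 ± 64.3 in tLC (n = 2). The other 33 libraries held 3339 ± 1013, from 1955.5 ± 216.2 in hMHCII+ MF (n = 3) to 4993 ± 802 in lung AM (n = 3). No Langerhans library exceeded 637, and none of the other 33 libraries was below 1789.7. The mean of log2(normalized count + 1) was lower in Langerhans cells by 2.62 (difference -2.62, two-sided exact permutation test, p = 1.99e-06, the smallest that 5 against 33 libraries allow, adjusted p = 9.96e-06 over 10 tests of the genes in Figure 2c). Single libraries were permuted, and libraries of the same population are not independent. This p is therefore lower than a test over populations could give. Cd68 was thus lower in Langerhans cells but was counted in each of their libraries, at 451.5 normalized counts or more. Cd64 is encoded by Fcgr1 (ENSMUSG00000015947, chromosome 3 from 96086832 to 96098179) and was nearly missing there, with 2.43 ± 2.73 normalized counts (range 0 to 6.89, n = 5). In the other libraries Fcgr1 was present at 1099.7 ± 645 normalized counts (n = 33), lowest in lung AM with 273 ± 12.3 (n = 3) and highest in microglia with 2101 ± 408 (n = 7). The difference of -8.44 on the log2 scale had the same exact permutation p as Cd68, and the alternative that moved it most, a pseudocount of 10, gave -6.26.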

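Csf1r (ENSMUSG00000024621, chromosome 18 of mm9 from 61265226 to 61291803) had 42486 ± 5211 normalized counts in microglia (SD, n = 7). Spleen RPM followed with 20771 ± 3995 (n = 3), tFOLR2-MF with 14861 ± 2336 (n = 6) and hMHCII- MF with 11782 ± 864 (n = 3). tCX3CR1-MF held 11090 ± 3649 (n = 5), a spread set by replicate f1 at 17594 while the other 4 lay between 9065 and 9881. Colon MF and hMHCII+ MF had similar levels, and Langerhans cells from skin and tongue had 7539 ± 1429 (n = 3) and 9752 ± 814 (n = 2). Microglia exceeded the other 31 libraries by 2.14 in the mean of log2(normalized count + 1) (two-sided exact permutation test, p = 1.55e-05, adjusted p = 5.15e-05). Lung AM stood apart with 1233 ± 163 normalized counts (n = 3), a difference of -3.65 from the other 35 libraries (two-sided exact permutation test, p = 1.19e-04, the smallest that 3 against 35 allow, adjusted p = 2.96e-04). Both tests of Csf1r permuted single libraries, which are not independent within a population. Their p are therefore lower than a test over populations could give. Csf1r was therefore counted in lung AM as well, at a level below every other library.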

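Cx3cr1 (ENSMUSG00000052336, chromosome 9 of mm9 from 119957811 to 119977400) was highest in microglia with 9350 ± 2982 normalized counts (SD, n = 7), followed by tCX3CR1-MF with 2623 ± 1859 (n = 5) and colon MF with 1252 ± 186 (n = 3). hMHCII+ MF had 672 ± 448 and hMHCII- MF 397 ± 94.9 (n = 3 each), and tFOLR2-MF 178 ± 133 (n = 6). Spleen RPM, lung AM and Langerhans cells averaged 60.4 or less. Since microglia, heart and colon cells carry 1 functional allele of Cx3cr1, their counts are not on the same footing as those of the tongue. Between tCX3CR1-MF and tFOLR2-MF, mean log2(normalized count + 1) of Cx3cr1 differed by 3.77 (two-sided exact permutation test, p = 0.00216, the smallest that 5 against 6 libraries allow, adjusted p = 0.00361 over the 10 tests). Between hMHCII+ MF and hMHCII- MF it differed by 0.49 (exact permutation p = 0.5), by -0.0126 without hMHCII+ MF replicate 3 and by 1.17 without hMHCII+ MF replicate 1. With 3 against 3 libraries the exact test cannot give a p below 0.1, so it cannot decide whether Cx3cr1 differed in the heart. By limma, Cx3cr1 was not among the 13 genes called between both heart populations. Between the tongue populations Lyve1 (ENSMUSG00000030787, chromosome 7 from 117994121 to 118006467) went the opposite way to Cx3cr1. It had 5536 ± 1537 normalized counts in tFOLR2-MF (n = 6) and 327 ± 446 in tCX3CR1-MF (n = 5). In the heart it had 8917 ± 1342 in hMHCII- MF and 3758 ± 1437 in hMHCII+ MF (n = 3 each). The difference of tCX3CR1-MF from tFOLR2-MF was -6.22, at the same smallest p, and that of hMHCII+ MF from hMHCII- MF was -1.30 (two-sided exact permutation p = 0.1, the smallest possible). Cd74 (ENSMUSG00000024610, chromosome 18 from 60963502 to 60972300), which encodes the MHCII invariant chain, was highest in tLC with 152773 ± 32360 normalized counts (n = 2) and tCX3CR1-MF with 147346 ± 43425 (n = 5). sLC had 79023 ± 6663 and colon MF 58206 ± 19585 (n = 3 each). hMHCII+ MF with 43178 ± 8484 (n = 3) and tFOLR2-MF with 38794 ± 29147 (n = 6) were at overlapping levels, whereas hMHCII- MF had 4583 ± 47.6 (n = 3) and microglia 268 ± 201.3 (n = 7). tCX3CR1-MF exceeded tFOLR2-MF by 2.16 (two-sided exact permutation test, p = 0.00649, adjusted p = 0.00928), although the ranges of both groups overlapped. hMHCII+ MF exceeded hMHCII- MF by 3.22 in all 3 libraries against all 3 (exact permutation p = 0.1, the smallest possible).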

*Cx3cr1*, *Lyve1* or MHCII-related genes such as *Cd74* were also expressed according to the expected pattern (Figure 2c), which confirmed the accuracy of our gating and sorting strategy.

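Correlations between libraries were computed as Pearson's r over log2(normalized count + 1) of the 14131 filtered genes. They are correlations across genes, which are not independent replicates, and every pair of libraries correlated positively. For each library, the mean r with its own population was set against the highest mean r with any other population. This difference averaged 0.151 ± 0.0146 in microglia (SD, n = 7), 0.150 ± 0.0120 in spleen RPM (n = 3) and 0.179 ± 0.00862 in lung AM (n = 3), and it was above 0 in each of these libraries. In Langerhans cells from skin and tongue taken together it averaged 0.0704 (n = 5). The margin of the 3 sLC libraries was 0.0924 to 0.106, but that of the tLC libraries only 0.0266 and 0.0235, and without tLC replicate 2 the average rose to 0.118. The 2 tLC libraries correlated with each other at a mean r of 0.763 and with sLC at 0.756. Centring each gene moved the margins of microglia, spleen RPM and lung AM most, for example in microglia to 0.662, and the 1000 most variable genes that of Langerhans cells, to 0.385. Without the gene filter the margin in microglia was 0.0781. They stayed above 0 under all alternatives run.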

Correlation analysis of all macrophage populations revealed that, in line with published data (Aran et al., 2019; Bain et al., 2014), classical TRM populations such as microglia, splenic macrophages, Langerhans cells and alveolar macrophages each had a very distinct expression profile, indicating the robust tissue imprinting of these cells (Figure 2d). Tongue macrophages on the other hand were more related to heart and intestinal macrophages, regardless of their tissue of residence. 

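The mean r of tongue macrophages, taken as the mean of both tongue populations, with the heart and colon populations was 0.815 (mean of 3 populations), and 0.727 with microglia, spleen RPM, lung AM, sLC and tLC (mean of 5 populations), a difference of 0.0885. Populations were taken as the units, because libraries of 1 population are not independent. Each of the 3 populations correlated more with tongue macrophages than each of the 5, which is 1 of 56 possible groupings (exact permutation test over populations, p = 0.0179 one-sided and two-sided, the smallest possible). The paper took this grouping from correlations of the same libraries, so the p is not independent support for it. Both heart populations share a tissue, and sLC and tLC are both Langerhans cells, so the populations are not fully independent units either. For tCX3CR1-MF libraries, mean r with the heart and colon populations ranged from 0.756 to 0.871 and with the other populations from 0.690 to 0.788. For tFOLR2-MF libraries these ranges were 0.677 to 0.924 and 0.613 to 0.798, so that values of different libraries overlapped, and both female libraries of tFOLR2-MF gave the lowest values. Within a library they did not overlap, since each of the 11 libraries correlated more with every heart and colon population than with any of the 5 others. The closest were 0.804 with colon MF and 0.798 with lung AM, in tFOLR2-MF replicate m2. The difference was 0.352 over the 1000 most variable genes, the alternative that moved it most, and 0.0512 without the gene filter. Leaving out each replicate in turn kept it between 0.0831 and 0.0939.

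**Figure D1:**
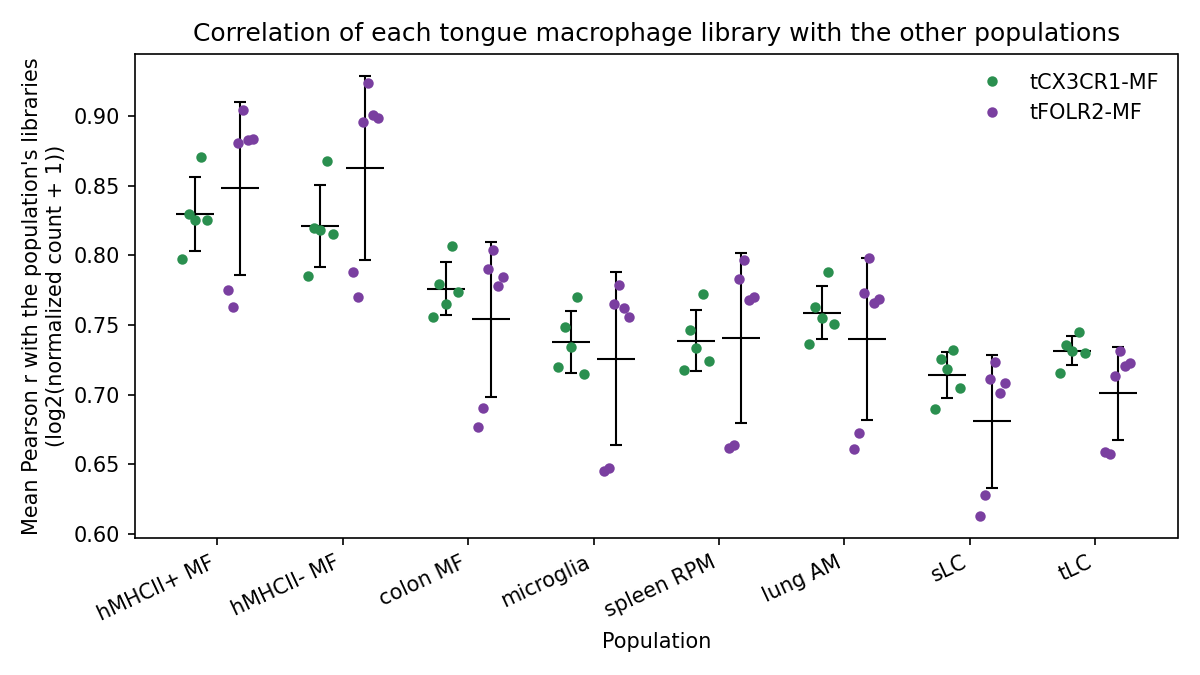
Mean Pearson r of each tongue macrophage library with the libraries of 8 other populations, over log2(normalized count + 1). Points are libraries of tCX3CR1-MF (green, n = 5) and tFOLR2-MF (purple, n = 6), and black bars are mean ± SD. The highest value, 0.924, is that of a tFOLR2-MF library with hMHCII- MF, and the lowest, 0.613, that of a tFOLR2-MF library with sLC.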

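Among the heart, colon and tongue macrophages, hMHCII+ MF, tCX3CR1-MF and colon MF were set against hMHCII- MF and tFOLR2-MF. Mean r between libraries of different populations was 0.821 within these MHCII classes and 0.825 between them, a difference of -0.0038. This was not larger than that of other groupings of the 5 populations into 3 and 2 (one-sided exact permutation test over all 10 groupings, p = 0.5, with 0.1 the smallest possible). The highest mean r between populations was found within the heart, at 0.931 between hMHCII+ MF and hMHCII- MF. tCX3CR1-MF had a mean r of 0.830 with hMHCII+ MF, 0.821 with hMHCII- MF and 0.776 with colon MF, and colon MF one of 0.816 with hMHCII+ MF and 0.810 with hMHCII- MF. tFOLR2-MF had a mean r of 0.863 with hMHCII- MF, 0.848 with hMHCII+ MF, 0.786 with tCX3CR1-MF and 0.754 with colon MF. Thus in each tongue population and in colon MF the heart population of the same class was the nearer one, while both heart populations were nearer to each other than to any of them. The sign of the class difference changed with the processing, for example to 0.0220 over the 1000 most variable genes and to 0.0088 over female libraries. Both pairs of populations from the same tissue, in heart and in tongue, lie between the classes, so the groupings do not separate class from tissue. Over pairs of different tissues only, a comparison chosen after the data had been seen, the class difference was positive.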

Morover, even within this group of TRM, MHCII expressing cells like heart MHCII^+^ macrophages, tCX3CR1-MF and colon macrophages showed a higher correlation to each other and were distinct from MHCII^-^ cell populations, including tFOLR2-MF and heart MHCII^+^ macrophages (Figure 2d). Thus, tCX3CR1-MF and tFOLR2-MF share similarities with the two main interstitial macrophage populations that have been previously identified across various tissues (Chakarov et al., 2019; Dick et al., 2022).

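To compare both pairs of populations gene by gene, the log2 ratio of tCX3CR1-MF to tFOLR2-MF (5 and 6 libraries) was correlated with that of hMHCII+ MF to hMHCII- MF (3 and 3 libraries) across the 14131 filtered genes. No library entered both ratios. Pearson's r was 0.237 and Spearman's rho 0.176, across genes that are not independent replicates. Among all 462 splits of the 11 tongue libraries into 5 and 6, the real one gave an exact permutation p of 0.0065 for r and 0.0411 for rho (two-sided). The r was 0.236 (exact permutation p = 0.0065) without H2-Aa, H2-Ab1, H2-Eb1 and Cd74, although 4 of 14131 genes can hardly move it. Leaving out each replicate in turn kept r between 0.190 and 0.264. With female libraries only r was 0.146, where 10 splits allow no p below 0.1. In direct comparisons by limma at a fold change above 1.5 and an adjusted p under 0.05, 1170 of 11687 genes differed between both tongue populations, of which 53.4% were higher in tCX3CR1-MF and 545 genes higher in tFOLR2-MF. With libraries rescaled to equal totals, 39.5% of 1267 genes were higher in tCX3CR1-MF. With the replicate number of the labels as a block 392 genes differed, and with that of the sample titles 44. Only 4 and 3 same-numbered pairs then inform the difference, since a library without a partner adds nothing to it. The lower numbers therefore do not show that pairing removes the difference. Between both heart populations 13 of 10779 genes differed, and with the replicate number as a block 25, which included all 13. The 12 genes higher in hMHCII+ MF included Ciita, the transactivator of MHCII genes, with a log2 fold change of 4.02 (standard error 0.29, limma adjusted p = 3.18e-04), and H2-Eb1, H2-Aa, H2-Ab1 and Cd74 with 3.22 to 3.99, and Vsig4 alone was lower, at -2.37. On simulated data the same test recovered 94% of 200 genes with a true log2 change of 2 in the heart comparison. The simulation gave all libraries the same mean per gene and a fixed spread, and changed only genes of higher counts. It therefore does not give the power in the real libraries, and 13 genes may be an incomplete count. Itgax, at 2.55 to 3.30 with 1 library left out, was not among them.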

We focused our analysis on up-regulated genes (FC >2; adjusted p-value <0.001) to identify a tissue-specific signature of each macrophage subset and were able to annotate previously described marker genes to macrophage populations isolated from the lung, heart, skin, brain and spleen (Gautier et al., 2012; Summers et al., 2020). tCX3CR1-MF expressed significantly higher levels of *Il2ra*, *Il12b* and *Mmp12* compared to all other tested TRM subsets, while tFOLR2-MF were characterized by the transcription of *Cd209* gene family members (*Cd209b*/*d*/*f*), *Retnla*, *Clec10a* and *Fxyd2*. 

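Il2ra (ENSMUSG00000026770, chromosome 2 of mm9 from 11564419 to 11614818) encodes the interleukin-2 receptor alpha chain. It had 218.8 ± 56.4 normalized counts in tCX3CR1-MF (SD, n = 5) and a mean of 0.458 in the other 33 libraries, of which none exceeded 5.20. Its log2 fold change was 7.39 (standard error 0.37, adjusted p = 1.25e-18 from limma with Benjamini-Hochberg adjustment), and it was called under every alternative run. Here and below, log2 fold changes are differences of mean log2(normalized count + 1), not log2 ratios of the mean counts. They are smaller than that ratio for Il2ra and larger for Retnla and the other tFOLR2-MF genes. Il12b (ENSMUSG00000004296, chromosome 11 from 44213565 to 44227535) had 206 ± 132 against 4.27, a log2 fold change of 5.73 (standard error 0.82, limma adjusted p = 1.58e-05). Its level rested on 4 libraries at 159.7 to 347.0, while tCX3CR1-MF replicate m2 held 3.05, and DESeq2 on the recovered reads did not call it. Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499) had 479 ± 143 against 14.4, with no other library above 80.6, and a log2 fold change of 6.26 (standard error 0.96, limma adjusted p = 5.09e-05). In tFOLR2-MF (n = 6), Cd209b, Cd209d and Cd209f had 443.6 ± 103.6, 2165 ± 626 and 4472 ± 750.3 normalized counts, against means of 17.7, 55.7 and 82.8 in the other 32 libraries. Their log2 fold changes were 6.27, 7.60 and 8.57, with limma adjusted p between 1.70e-05 and 3.98e-05. These genes lie close together on chromosome 8 (3917657 to 3926844, 3871827 to 3878555 and 4102787 to 4105843) and are paralogs, so how reads were divided among them is uncertain. Retnla (ENSMUSG00000061100, chromosome 16 from 48842665 to 48844574) had 60812 ± 27675 against 1266, a log2 fold change of 9.40 (standard error 1.66, limma adjusted p = 2.06e-04). Clec10a (ENSMUSG00000000318, chromosome 11 from 69980125 to 69984336) had 3109 ± 518.5 against 126.5, a log2 fold change of 6.89 (standard error 1.15, limma adjusted p = 9.73e-05). Fxyd2 (ENSMUSG00000059412, chromosome 9 from 45207957 to 45218361) had 8258 ± 2256 against 400.3, a log2 fold change of 7.04 (standard error 1.29, limma adjusted p = 3.44e-04). All 6 genes were higher in each tFOLR2-MF library than in any other library. Fxyd2 was no longer called with 5 of the 6 replicates left out in turn, nor by edgeR or DESeq2 on the recovered reads, and Retnla was lost without replicate f1 or f2 and by edgeR. Retnla and Fxyd2 also differed less between the tongue populations in males than in females. With the pooled comparison replaced by a pairwise contrast with each other population, Il2ra and Retnla were called and the other 7 genes were not, and with female tongue libraries only Il2ra and Il12b were.

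**Figure D2:**
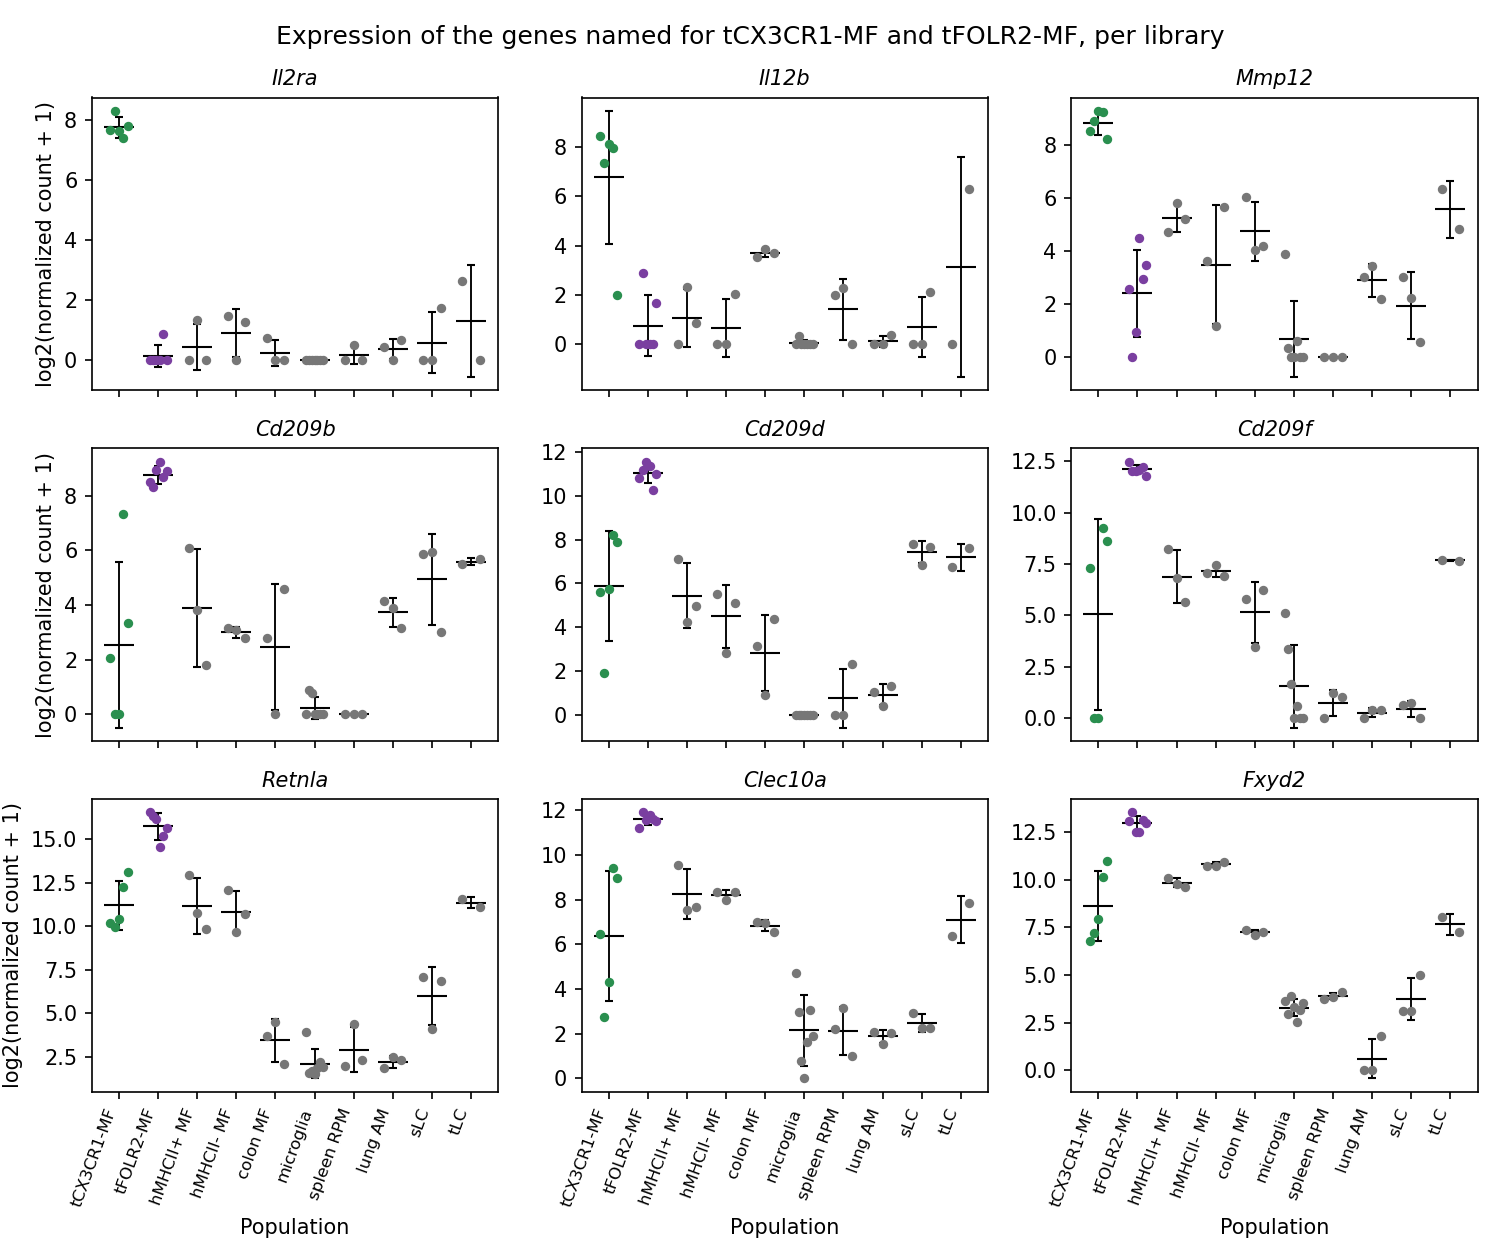
Expression of the 9 genes named for tCX3CR1-MF and tFOLR2-MF in each of the 38 libraries, as log2(normalized count + 1). Points are libraries of tCX3CR1-MF (green), tFOLR2-MF (purple) and the other populations (grey), and bars are mean ± SD. Il2ra lies at or above 166 normalized counts in all 5 tCX3CR1-MF libraries, and 1 of them is near 0 for Il12b.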

The top genes for each macrophage subset are shown as a heatmap in Figure 2e and a full list of these up-regulated genes can be found in Figure 2—source data 2.

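At the thresholds of fold change and adjusted p given above, limma called 55 genes as higher in tCX3CR1-MF, 78 in tFOLR2-MF, 25 in tLC, 500 in sLC, 413 in colon MF, 761 in microglia, 183 in spleen RPM and 198 in lung AM, each against all other libraries. Both heart populations taken together gave 56 genes. The numbers depended on the threshold and on the comparison group. For tCX3CR1-MF they ranged from 8 genes that were higher than in each other population to 622 genes against the mean of the population means, and leaving out replicate f1 or f3 left 24 or 26. Genes are named here when they were among the 3 largest log2 fold changes of those higher in every library of the population than in every other library. In tCX3CR1-MF these were Bpifb1 (8.12), Il2ra and Lipf (6.58), and Lipf was lost with any 1 of the tCX3CR1-MF replicates left out. Bpifb1 and Lipf were also counted in tFOLR2-MF and, at 19.7 to 182.5 normalized counts, in 3 of the 6 heart libraries, with 1.24 or less in the other 3, and Lipf was at 82.6 to 115.3 in lung AM. Bpifa2 (3.26) and Muc5b (2.97), genes of salivary gland cells, were also called in tCX3CR1-MF. RNA of gland cells thus stays open as a source of part of this list. In tFOLR2-MF they were Retnla, Cd209f and Cd209g (8.30). In tLC they were H2-M5 (10.25), Ccl22 (8.63) and Kctd14 (7.84), none of which was called without tLC replicate 2, and H2-M5 and Ccl22 not without replicate 1 either. In sLC they were Cd207 (11.56), which encodes langerin, H2-M2 (10.06) and Cldn1 (9.75), and H2-M2 was lost with any 1 of the sLC replicates left out and Cd207 without replicate 1. In lung AM they were Chil3 (13.05), Krt79 (10.92) and Ear1 (10.91). In spleen RPM they were Cd5l (10.81), Itgad (10.79) and Stab2 (10.45), and in microglia Sparc (9.84), Slc2a5 (9.80) and Ecscr (9.34). In the heart they were Tnnt2 (7.93), Myl3 (7.78) and Nppa (7.41), which are genes of heart muscle cells, and in colon MF Muc2 (10.46), Lypd8 (10.36) and Agr2 (10.30), which are genes of intestinal epithelial cells. Of all genes named, edgeR on the recovered reads did not call Bpifb1, Lipf, H2-M5 and H2-M2, besides Retnla and Fxyd2, and DESeq2 did not call Bpifb1, Lipf, Cd209g, Ccl22, Kctd14, Cd207, H2-M2, Cldn1 and Krt79, besides Il12b and Fxyd2. The paper's list for tCX3CR1-MF in Figure 2-source data 2 holds 77 genes, 18 of which were among those called here. The corresponding numbers were 46 of the paper's 149 genes for tFOLR2-MF, 6 of 70 for tLC, 181 of 440 for sLC, 62 of 63 for colon MF, 17 of 36 for the heart, 506 of 899 for microglia, 90 of 267 for spleen RPM and 114 of 322 for lung AM. These overlaps set unlike tools and thresholds side by side, since the paper used DESeq2 and its lists reach adjusted p of up to 0.00999. DESeq2 on the recovered reads of all genes at an adjusted p under 0.01 was chosen after seeing these lists. It called 75 of the 77 genes for tCX3CR1-MF, 149 of 149 for tFOLR2-MF and at least 97.2% of every list.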

We next performed a GO enrichment analysis on these DEGs and found in agreement with previously published work (Lavin et al., 2014) an enrichment of GO terms that facilitate the tissue-specific function of each TRM subset (Figure 2f). In comparison, tCX3CR1-MF showed a strong enrichment for genes involved in inflammatory pathways, such ‘positive regulation of TNF production’ or ‘cytokine-mediated signaling pathway’, which is in line with our scRNA-seq data presented in Figure 1. tFOLR2-MF were characterized by weak but significant enrichment for ‘cellular hyperosmotic salinity response’ and ‘response to toxic substances’.

Taken together, these data demonstrate that tCX3CR1-MF and tFOLR2-MF tongue macrophages belong to the family of interstitial macrophages. They fall into the two broad categories of *Cx3cr1*- and *Lyve1*/*Folr2*/*Timd4*-expressing cells (Chakarov et al., 2019; Dick et al., 2022), but also show unique transcriptomic signatures that probably reflect the requirements of their local tissue niche.

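Folr2 (ENSMUSG00000032725, chromosome 7 of mm9 from 108988512 to 108993831) had 9280 ± 1473 normalized counts in tFOLR2-MF (SD, n = 6) and 439.7 ± 503.2 in tCX3CR1-MF (n = 5). The limma comparison of the 11 tongue libraries alone gave a log2 fold change of -6.11 for tCX3CR1-MF relative to tFOLR2-MF (standard error 0.97, adjusted p = 3.14e-04). Timd4 (ENSMUSG00000055546, chromosome 11 from 46624302 to 46657834) had 448.6 ± 117.6 and 22.9 ± 29.1, a log2 fold change of -5.69 (standard error 0.85, limma adjusted p = 1.95e-04). In the same comparison Cx3cr1 had an adjusted p of 2.63e-05 and Lyve1 one of 1.09e-03. No tCX3CR1-MF library reached the lowest tFOLR2-MF library for Lyve1, Folr2 or Timd4, and all were higher for Cx3cr1. The MHCII genes H2-Aa, H2-Ab1 and H2-Eb1 had log2 fold changes of 2.29, 2.40 and 2.55 in tCX3CR1-MF. Folr2 and Timd4 were not confined to the tongue, since hMHCII- MF held 5890.1 ± 916 normalized counts of Folr2 and 499.4 ± 194.9 of Timd4 (n = 3), and spleen RPM 436.3 ± 51.1 of Timd4 (n = 3). In the comparison of tFOLR2-MF with all other libraries, Folr2 had a log2 fold change of 7.50 at a limma adjusted p of 0.00204, above the threshold of 0.001, and Lyve1, Timd4 and, for tCX3CR1-MF, Cx3cr1 did not pass it either. From its data as a whole, the paper concludes that both tongue populations belong to the interstitial macrophages, and it states that they fall into the categories that express Cx3cr1 and that express Lyve1, Folr2 and Timd4. It further proposes that their own signatures reflect the local tissue niche.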

### Distinct localizations of tCX3CR1- and tFOLR2-macrophages in the adult tongue

The unique transcriptomic signatures of tCX3CR1-MF and tFOLR2-MF could indicate that these populations inhabit different microanatomical niches within the tongue. To test this hypothesis, we performed immunohistochemistry on adult mouse tongues. *Cx3cr1^Gfp^*^/+^ animals were perfused and fixed tongue sections were stained with antibodies against GFP and LYVE1. Of note, we have used LYVE1 and FOLR2 markers interchangeably for the identification of tFOLR2-MF. Indeed, GFP^+^ cells were concentrated in the lamina propria, while LYVE1 staining was evident on cells throughout the tongue tissue with the exception of the epidermis (Figure 3a+b). Since lymphatic vessels also stain positive for LYVE1 (Prevo et al., 2001), the tissue was counterstained with antibody against CD68, a common pan-macrophage marker. Thus, we could identify tCX3CR1-MF as double-positive CD68^+^*Cx3cr1*-GFP^+^ cells in the lamina propria, but not in the tongue epidermis or muscle (Figure 3c) and tFOLR2-MF as double-positive CD68^+^LYVE1^+^ cells in the lamina propria and the underlying muscle (Figure 3d). Of note, tFOLR2-MF were morphologically distinct from LYVE1^+^Podoplanin^+^ lymphatics (Figure 3e). EPCAM^+^ Langerhans cells with a ramified morphology localized exclusively in the epidermis of the tongue (Figure 3f).

**Figure 3.**
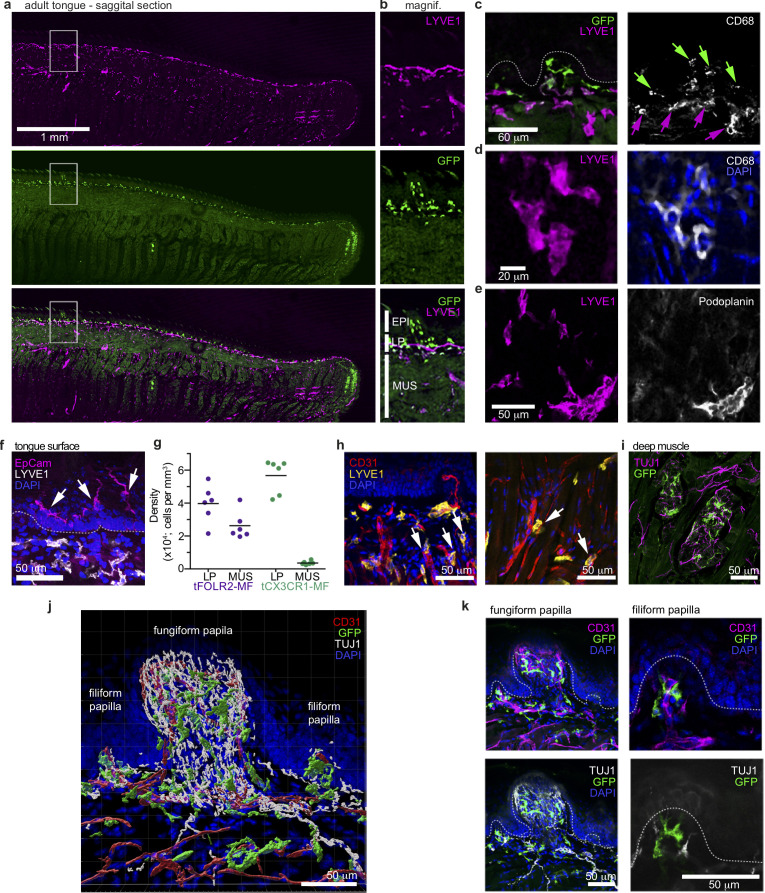
Distinct localization of mouse tongue macrophages. (**a**) Panoramic image of a tongue sagittal section from a perfused *Cx3cr1^Gfp^*^/+^ mouse. The tongue was stained for anti-GFP (CX3CR1; green) and anti-LYVE1 (violet). (**b**) Magnification of the area depicted in (a) that includes a fungiform papilla with annotation of different tissue layers. EPI = epidermis, LP = lamina propria, MUS = muscle. (**c**) Co-staining of anti-GFP (green) and anti-LYVE1 (violet) with anti-CD68 (white). The dashed white line indicates the border between the epidermis and the lamina propria. Green arrows indicate *Cx3cr1*-GFP^+^CD68^+^ macrophages, while violet arrows highlight LYVE1^+^CD68^+^ macrophages. (**d**) High magnification of LYVE1^+^ cells (violet) stained with anti-CD68 (white) and DAPI (blue). (**e**) Discrimination of podoplanin^+^ (white) lymphatics from LYVE1^+^ (violet) podoplanin^-^ macrophages. (**f**) Anti-Epcam (violet) staining identifies Langerhans cells in the epidermis of the tongue. Sections were stained with anti-Lyve1 (white) and DAPI (blue). (**g**) Quantification of tFOLR2-MF and tCX3CR1-MF in lamina propria (LP) and muscle layer (MUS) in adult female mouse tongues. Each dot represents one animal. See also Figure 3—figure supplement 1 for definition of layers. (**h**) Proximity of LYVE1^+^ (yellow) cells to CD31^+^ (red) blood vessels. (**i**) *Cx3cr1*-GFP^+^ (green) cell clusters could also be detected in innervated Tuj1^+^ (violet) areas in posterior regions of the tongue. (**j**) 3D reconstruction of *Cx3cr1^Gfp^*^/+^ tongue tissue sections stained for anti-CD31 (red), anti-Tuj1 (white), anti-GFP (*Cx3cr1*; green) and DAPI (blue) using Imaris. (**k**) Localization of tCX3CR1-MF in fungiform (left) and at the base of filiform (right) papillae. Sections were stained for anti-CD31 (violet), anti-Tuj1 (white), anti-GFP (*Cx3cr1*; green) and DAPI (blue). Shown in this figure are representative images from n=6 experiments.

**Figure 3—figure supplement 1.**
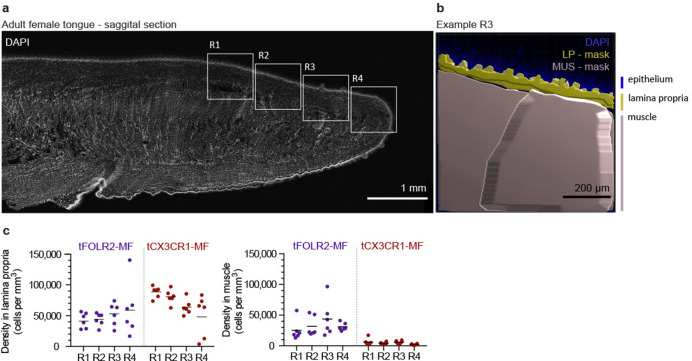
Quantification of tongue macrophages. (**a**) Panoramic image of an adult tongue counterstained with DAPI (white). The insets represent different areas of the tongue that were quantified. (**b**) Imaris-based mask for the identification of epithelium, lamina propria and muscle. Analysis of cell density was performed within these areas. (**c**) Macrophage subset cell counts in the respective regions of the tongue as represented in (a). Shown is the density of cells / mm^3^ in the lamina propria (left) and in the muscle (right). Each dot represents one independent animal from an experiment with n=6.

To better characterize the tissue localisation of tCX3CR1-MF and tFOLR2-MF, we quantified their distribution in different layers of the tongue. CD68^+^LYVE1^+^ double-positive tFOLR2-MF localized in the muscular layer as well as in the lamina propria (Figure 3g+h and Figure 3—figure supplement 1), while CD68^+^*Cx3cr1*-GFP^+^ double-positive tCX3CR1-MF were only detected in the lamina propria and were virtually absent in muscular tissue (Figure 3g). However, clusters of *Cx3cr1*-GFP^+^ cells could be detected in the posterior part of the tongue, along TUJ1^+^ nerves that possibly cater to circumvallate and foliate papillae (Figure 3i) and in innervated areas of the deep muscle, along the chorda tympani branch of the facial nerve. tCX3CR1-MF were present at the base of both filiform and fungiform papillae (which harbour taste buds) and within the lamina propria, which is densely innervated by sensory fibres (Figure 3j+k).

Thus, we show here that tongue tCX3CR1-MF and tFOLR2-MF inhabit distinct anatomical regions of the tongue. tCX3CR1-MF localized in the highly innervated lamina propria at the base of filiform papillae and within fungiform papillae, while tFOLR2-MF can additionally be found in deeper layers, often in proximity to blood vessels.

### Response of tongue macrophages to systemic inflammation

Regardless of their tissue-specific roles in homeostasis, macrophages usually also function as first-line responders to pathogens, especially in barrier organs. The observed differences in the homeostatic inflammatory signature between tCX3CR1-MF and tFOLR2-MF (Figure 2f) led us to hypothesize that these cells might respond differently in inflammation. It has already been shown that a systemic inflammatory stimulus, such as the intraperitoneal (i.p.) injection of bacterial endotoxin lipopolysaccharide (LPS), can lead to increased expression of TNFa in type II taste cells and thereby attenuates taste bud cell homeostasis (Feng et al., 2012; Cohn et al., 2010). We therefore tested the inflammatory response of tongue immune cells to systemic LPS. Mice were challenged i.p. with LPS and, 6 hr after injection, we observed reduction of LYVE1 surface expression on tongue CD11b^+^ CD64^+^ immune cells (Figure 4a), which reflects the susceptiblity of LYVE1 to inflammatory shedding and degradation (Johnson et al., 2007; Kim et al., 2021). We proceeded to investigate potential cell responses at a higher resolution with scRNA-Seq. In total, we sequenced 8165 hematopoietic cells from a pool of 6 mice 6 hr after LPS (i.p.). Integration of the LPS data with the data from steady state mice indicated that all cell populations were present 6 hr after LPS injection (Figure 4b). In general, LPS injection led to an increase of inflammatory gene expression such as *Oasl1* and *Ifi204* across all cells of the tongue immune system (Figure 4c), which indicates a widespread response to systemic LPS as suggested previously (Feng et al., 2012; Cohn et al., 2010).

**Figure 4.**
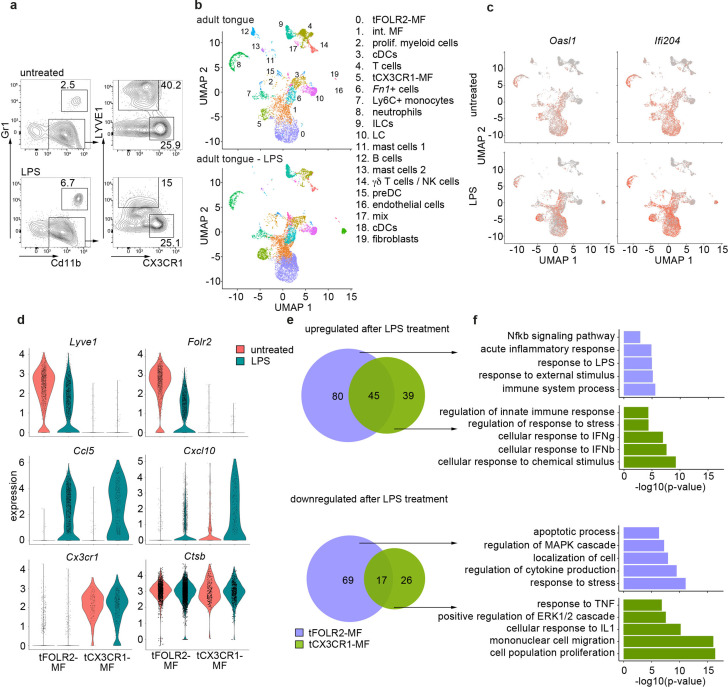
Inflammatory response of tongue macrophages to systemic LPS challenge. (**a**) Female Bl6 mice were intraperitonally injected with 1 mg/kg LPS and analyzed 6 hr after injection by flow cytometry. Note the absence of LYVE1 surface expression in CD11b^+^ CD64^+^ tongue macrophages after LPS treatment. The experiment was performed twice with n=3–6 animals. (**b**) Tongue CD45^+^ leukocytes were FACS purified 6 hours after injection of LPS and subjected to scRNA-seq (pool of 6 mice). In total, 8165 LPS-exposed tongue leukocytes were sequenced and the data was integrated into the untreated adult analysis shown in Figure 1 for population comparison. Shown are UMAPs for untreated adult cells (top) and LPS-treated cells (bottom). (**c**) Gene expression pattern of *Oasl1* and *Ifi204* in untreated and LPS-treated tongue leukocytes. (**d**) Violin blots showing marker gene expression patterns in untreated (red) and LPS treated (green) tFOLR2-MF and tCX3CR1-MF. (**e**) Number of up- and down-regulated genes in tFOLR2-MF (violet) and tCX3CR1-MF (green) after LPS injection. The full list of DEGs can be found in Figure 4—source data 1. (**f**) GO enrichment analysis of the DEGs. Only GO annotations involved in biological processes are shown. Figure 4—source data 1.List of differential expressed genes between untreated and LPS treated myeloid cells.Listed are all significant differential expressed genes between untreated and LPS-treated tFOLR2-MF (tab1) and tCX3CR1-MF (tab2).

We focused on tongue-resident macrophages of cluster 0 (tFOLR2-MF) and cluster 5 (tCX3CR1-MF) and examined DEGs between the steady state and LPS conditions in these two populations. 211 DEGs were identified in tFOLR2-MF (the full list of DEGs can be found in Figure 4—source data 1), of which 125 genes were upregulated (e.g. *Il1b*, *Relb* and *Slfn4*) and 86 genes downregulated after LPS injection (e.g. *Folr2*, *Lyve1,* and *Klf4*; Figure 4d+e). Interestingly, many of the tFOLR2-MF signature genes (i.e. *Folr2* and *Lyve1*) were downregulated after LPS exposure (Figure 4c). In tCX3CR1-MF we detected 127 DEGs between the physiological and the pathological state of which 84 were upregulated (e.g. *Ifit2*, *Lgals3,* and *Usp18*) and 43 were downregulated (e.g. *Lyz2*, *Ccr2,* and *Cd9*). LPS induced upregulation of 45 common genes (e.g. *Cxcl10*, *Ccl5*, *Il1rn,* and *Gbp2*) and downregulation of 17 common genes in both tongue macrophage subsets (e.g. *Fcrls*, *S100a10*, *Lyz1,* and *Retnla*; Figure 4d+e).

GO enrichment analysis was used to explore potential signaling differences of tFOLR2-MF and tCX3CR1-MF in response to systemic LPS. Shared upregulated genes in the two subsets were involved in ‘defense response’, ‘response to cytokine’, and ‘response to bacterium’. Genes that were only upregulated in tCX3CR1-MF macrophages were particularly enriched for GO terms associated with type I interferon signaling (Figure 4f). On the other hand, tCX3CR1-MF showed downregulation of genes involved in ‘mononuclear cell migration’ and ‘cell population proliferation’ after LPS exposure (Figure 4f). tFOLR2-MF showed the specific upregulation of genes involved in ‚immune system process’ and ‚Nfkb signaling’, while they downregulated in response to LPS the ‘response to stress’, ‚localisation of cell’ apoptotic processes.

Thus, both tFOLR2-MF and tCX3CR1-MF were activated by systemic administration of bacterial components (LPS). However, they responded differently, with strong type I interferon signaling response characterizing tCX_3_CR1-MF and a more ‘classical’ Nfkb-mediated macrophage response seen in tFOLR2-MF.

### Distribution and subset analysis of tongue macrophages during development

We next investigated the spatiotemporal distribution of tongue macrophages over development in an effort to shed light on the origin and timeline of establishment of tFOLR2-MF and tCX3CR1-MF populations. First, we isolated leukocytes from *Cx3cr1*^*Gfp*/+^ reporter mice at different ages and performed flow cytometry to detect CD11b^+^CD64^+^ macrophages that we could further separate according to *Cx3cr1*-GFP expression and FOLR2 immunoreactivity. We used FOLR2 as a marker since macrophages at this developmental stage do not show LYVE1 surface expression. At embryonic day 17.5 (E17.5), all tongue macrophages were characterized by high *Cx3cr1*-GFP expression (Figure 5a). Of these *Cx3cr1*-GFP^+^ cells, two-thirds additionally expressed FOLR2 (G2 in Figure 5a). Similar proportions of macrophage subsets were observed in the mouse tongue at postnatal day 3 (p3). At this time-point, an intermediate *Cx3cr1*-GFP^int^ FOLR2^+^ subset was also present (G3 in Figure 5a+b). In subsequent developmental stages (p11 and p28), the proportion of double-positive *Cx3cr1*-GFP^+^FOLR2^+^ cells progressively decreased and two main *Cx3cr1*-GFP^+^FOLR2^-^ and *Cx3cr1*-GFP^int^FOLR2^+^ macrophage populations (corresponding to tCX3CR1-MF and tFOLR2-MF, respectively) were established by 8 weeks of age (Figure 5b).

**Figure 5.**
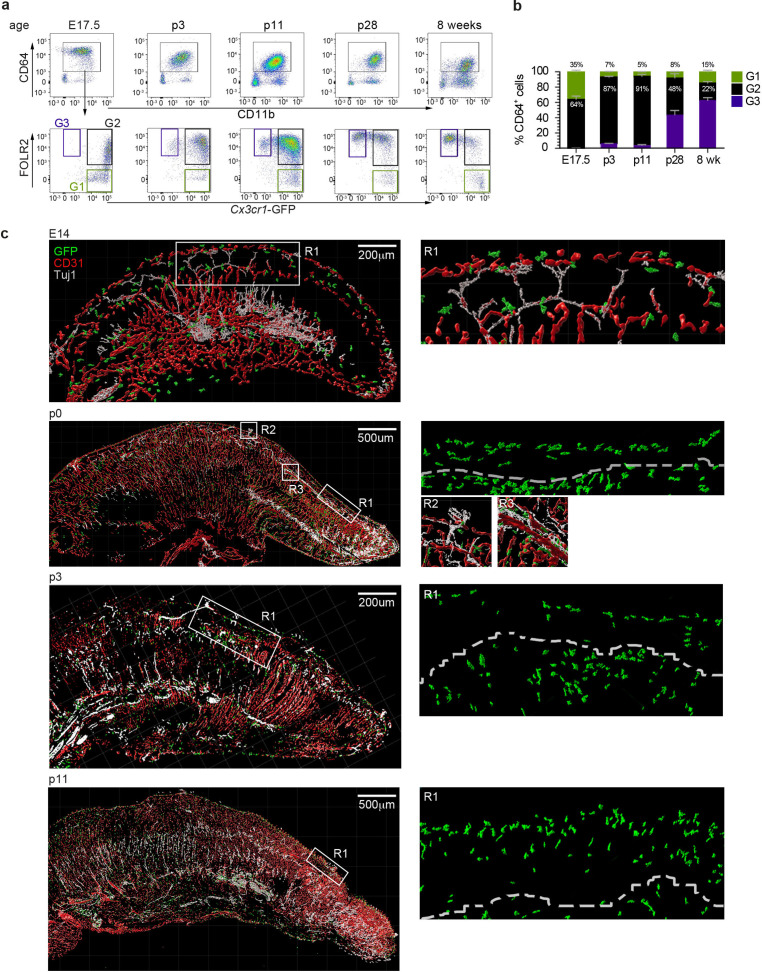
Tongue macrophage distribution during development. (**a**) Representative flow cytometry analysis of tongue leukocytes isolated from *Cx3cr1^Gfp^*^/+^ mice at different embryonic (E) and postnatal (p) days of development and 8 week-old adults. Cells were pre-gated for CD45^+^ Epcam^-^ Gr1^-^. (**b**) Proportions of *Cx3cr1*-GFP^+^ FOLR2^-^ (G1) *Cx3cr1*-GFP^+^ FOLR2^+^ (G2) and *Cx3cr1*-GFP^-^ FOLR2^+^ (G3) cells out of CD64^+^ cells. Five to 7 animals per time point were used. (**c**) 3D reconstructions of whole tongue sagittal sections (left) and magnifications (right) stained with anti-GFP (green), anti-CD31 (blood vessels; red) and anti-TUJ1 (neurons; white) from E14, p0, p3, and p11 Cx3cr1*^Gfp^*^/+^ reporter mouse tongues. White dashed line in magnifications (right) represents the barrier between the epithelium layer and the muscle. The experiment was repeated at least 3 times.

To correlate the flow cytometry data to spatial localization, we performed immunohistochemical analysis of tongue sections from *Cx3cr1^Gfp^*^/+^ mice during early developmental stages. As mentioned above, tongue macrophages did not express *Lyve1* during development and the FOLR2 antibody used for FACS did not work for immunohistochemical staining of the tissue. We thus relied on *Cx3cr1*-GFP as a marker of macrophages. Tissue sections were counterstained with antibodies against CD31 to identify blood vessels, and, since various nerves (e.g. VII^th^, IX^th^ and X^th^ cranial nerve ganglia) innervate the tongue tissue during embryogenesis, we also stained tissue sections for anti-beta Tubulin III (TUJ1) to visualize neurons. At E14.5 *Cx3cr1*-GFP^+^ macrophages could be detected throughout the whole tongue tissue with no specific localization pattern (Figure 5c). This continued through postnatal day p0 and until p11, whereby *Cx3cr1*-GFP^+^ macrophages were still dispersed throughout the tongue but started to align along the lamina propria. At these stages, taste bud maturation is observed (El-Sharaby et al., 2001; Harada et al., 2000) and we detected the first *Cx3cr1*-GFP^+^ macrophages in proximity to fungiform papillae (Figure 5c).

These data demonstrate the progression of a dynamic tongue macrophage compartment during mouse tongue development and that the specific localization of tongue macrophages in distinct anatomical niches is only established during postnatal stages.

### Molecular characterization of tongue macrophages during development

The histological analysis reveals the unordered distribution of *Cx3cr1*-GFP^+^ macrophages during early developmental stages towards distinct localization at adulthood. However, it is not clear from our histological data whether this reflects a sequential developmental maturation of macrophages or rather a progressive exchange of embryonic populations with adult, bone marrow-derived monocytes.

To gain further insight into this question, we investigated the tongue immune compartment from mice at post-natal day 3 (p3) with scRNA-seq. We chose p3 since it is the stage at which we could first identify *Cx3cr1*-GFP^int^FOLR2^+^ macrophages by flow cytometry (Figure 5b). We sequenced 13,898 cells (from a pool of n=7 mice) and overlaid the data on the scRNA-seq data derived from adult mice (Figure 6a). All adult tongue immune cell populations were also present at p3, however, we noticed major differences in the frequency of several populations. Notably, p3 tongues harbored more mast cells (clusters 11 & 13) and fewer *Fn1*+ myeloid cells (cluster 6) than adult tongues (Figure 6b). We also detected a newly appearing cluster of cells in p3 tongues (cluster 2), which was almost absent in adult mice (Figure 6b). These cluster 2 cells expressed high levels of proliferation-related genes, including *Top2a*, *Ccnb2*, *Mki67*, and further showed expression of typical macrophage lineage genes such as *Cx3cr1*, *Tlr4*, *Pf4,* and *Lyve1*, which suggests they represent proliferating macrophage precursor cells (Figure 6c). Indeed, when the UMAP is projected in 3D, cluster 2 cells seemed to incorporate into tFOLR2-MF (Figure 6d; Figure 6—source data 1). To investigate the connection of cluster 2 precursors with tongue macrophages we used Slingshot, which models developmental trajectories in scRNA-seq data (Street et al., 2018). Slingshot analysis revealed a possible bifurcation of the precursor cells at the cluster 1 level at which trajectories either split into cluster 0 or cluster 5 cells (Figure 6e), which might indicate that both tFOLR2-MF and tCX3CR1-MF populations derive from a common precursor. To better understand the differences of tFOLR2-MF and tCX3CR1-MF cells at the p3 and adult state, we compared their expression profiles and performed GO enrichment analysis of the DEGs (Figure 6—figure supplement 1). Both tongue macrophage subsets showed in general an increased proliferative gene program at early postnatal stages, while functional biological processes such as ‘positive regulation of angiogenesis’ and ‘cellular response to growth factor stimulus’ increased in adult tFOLR2-MF (Figure 6—figure supplement 1b). tCX3CR1-MF on the other hand established a gene program that comprises ‘antigen processing’ and ‘defense response to virus’ during adulthood (Figure 6—figure supplement 1d), which indicates that the functional adaption to the niche likely takes place late during development. When we used latent time analysis to reconstruct the possible maturation of tongue macrophages, we detected a general down-regulation of MHC-related genes as tFOLR2-MF mature, which was accompanied by an increased expression of genes with STAT3 binding motif, while no clear maturation program could be detected in tCX3CR1-MF (Figure 6—figure supplement 2).

**Figure 6.**
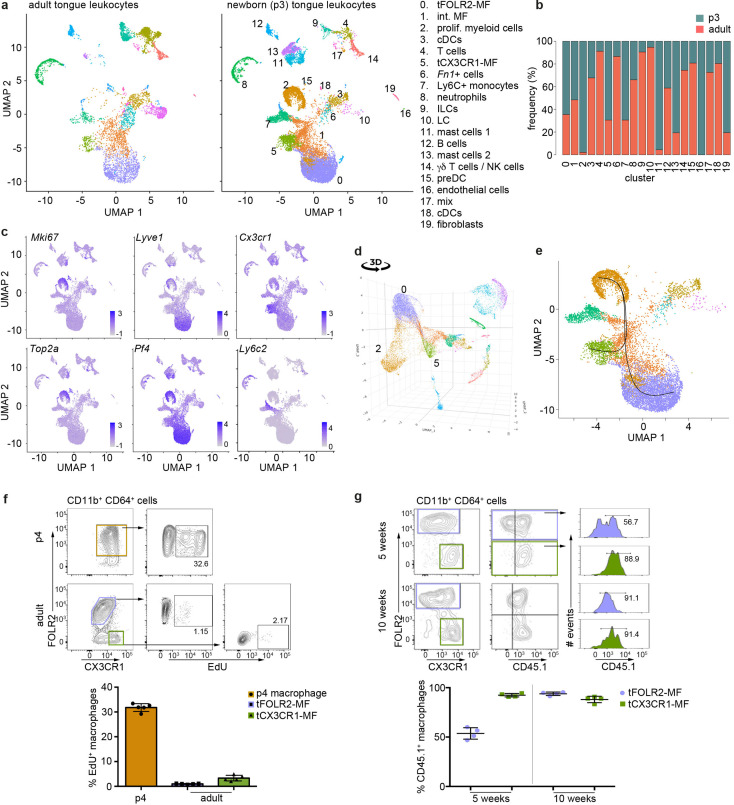
Transcriptomic analysis of hematopoietic tongue cells from newborn mice. (**a**) CD45^+^ tongue leukocytes were isolated by FACS from newborn p3 mice. The purified cells were subjected to scRNA-seq and a total of 13,898 cells were sequenced. The early postnatal data was integrated with the adult scRNA-seq dataset shown in Figure 1 for population comparison. Shown are UMAPs for adult (left) and newborn cells (right). (**b**) Cell frequencies for each cell cluster in adult and newborn mice. Note that the adult analysis included enrichment for LC using a different cell isolation protocol that was not done for the p3 pup analysis (see Materials and method section) and cluster 10 LC are therefore probably underrepresented in p3 tongues. (**c**) Expression levels of example genes in newborn cells shown in the UMAP. (**d**) 3D UMAP visualization reveals the merging of proliferating cluster 2 cells with cluster 0 cells. The 3D html file is provided in Figure 6—source data 1. (**e**) Slingshot analysis was used to model the developmental trajectories of tongue macrophages. See also Figure 6—figure supplement 1+2 for gene differences between newborn and adult tongue macrophages. (**f**) In vivo EdU proliferation assay of adult and newborn tongue leukocytes. EdU was injected and tongue cells were isolated 24 hr after injection. Representative FACS gating strategy for macrophages at each age shown above and quantification of EdU^+^ cell fraction shown below. Each dot in the quantification represents one independent animal (n=5). This experiment was performed once. (**g**) CD45.2/2 animals were lethally irradiated (9.5 Gy) and reconstituted with CD45.1 expressing bone marrow cells. Five weeks and 10 weeks after transfer, tongue cells were isolated and analysed by flow cytometry for the distribution of CD45.1^+^ cells within the macrophage subsets. Each dot represents one independent animal. This experiment was performed once. Figure 6—source data 1.3D UMAP.This html file shows the 3D representation of the postnatal day 3 UMAP represented in Figure 6.

**Figure 6—figure supplement 1.**
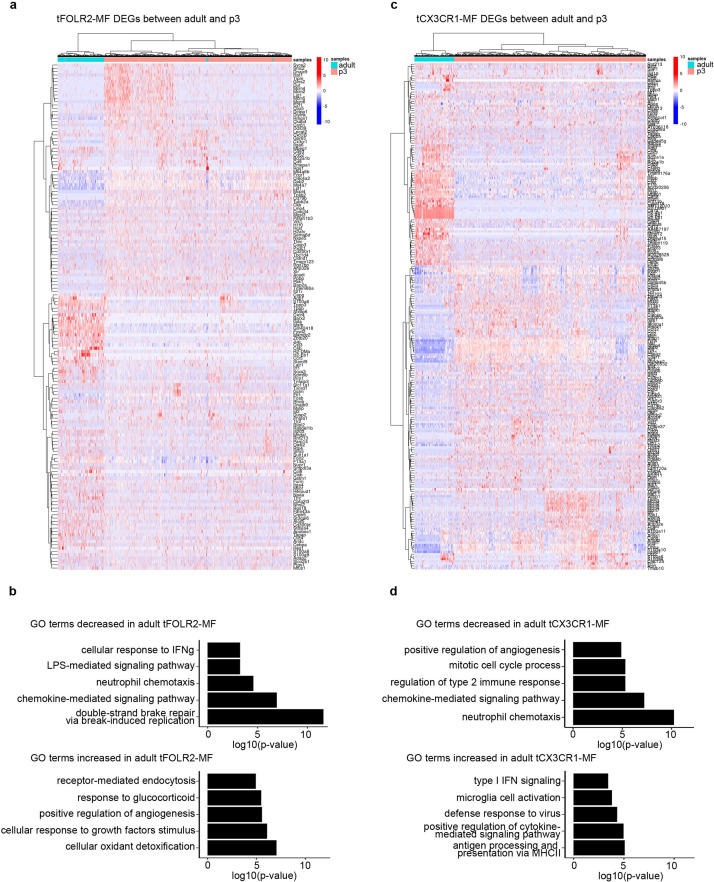
Gene expression differences in tongue macrophages at p3 and adult stages. (**a**) Differentially expressed genes between p3 and adult tFOLR2-MF. Shown are all significantly changed genes that passed variance analysis. No fold-change filter was applied to the analysis. (**b**) GO enrichment analysis of biological processes that differ between p3 and adult tFOLR2-MF. Redundant terms are excluded. (**c**) Differentially expressed genes between p3 and adult tCX3CR1-MF. Shown are all significantly changed genes that passed variance analysis. No fold-change filter was applied to the analysis. (**d**) GO enrichment analysis of biological processes that differ between p3 and adult tCX3CR1-MF. Redundant terms are excluded.

**Figure 6—figure supplement 2.**
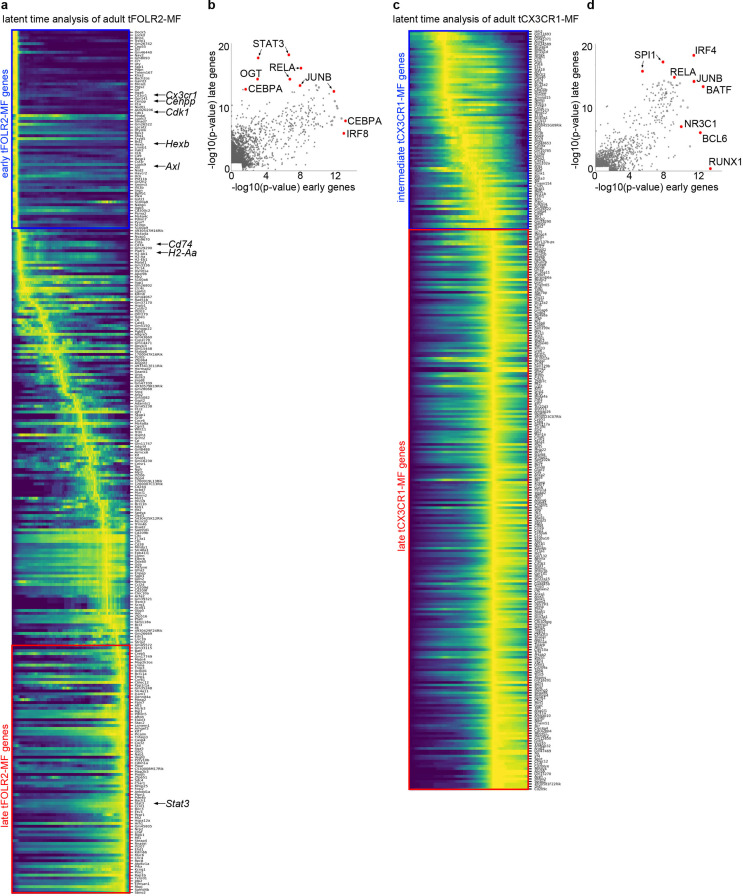
The maturation pattern of tFOLR2-MF and tCX3CR1-MF in adult tongues. (**a**) Latent time analysis reveals distinct gene expression patterns in adult tFOLR2-MF. Note the gradual down-regulation of MHC-related genes (for example, *H2–Ab1*, *H2–Aa*, *Cd74*), proliferation-associated genes (for example, *Cdk1*, *Cenpp*) and genes that are highly expressed in tCX3CR1-MF (e.g. *Cx3cr1*, *Hexb*, *Axl*). Early (blue) and late (red) expressed genes that were used in (b) are marked with a rectangle. (**b**) We used Lisa Cistrome (Qin et al., 2020) (http://lisa.cistrome.org/) to investigate public chromatin profile data from a comprehensive database of mouse H3K27ac ChIP-seq profiles to determine transcription factors that are possibly responsible for the regulation of early and late expressed tFOLR2-MF genes. Note that early expressed tFOLR2-MF genes (blue genes in (a)) show preferential binding motifs of IRF and CEBP proteins similar to tCX3CR1-MF, while genes that are expressed in more mature tFOLR2-MF are enriched for STAT3 and OGT motifs. (**c**) Latent time analysis of adult tCX3CR1-MF. No clear maturation pattern could be extracted. Intermediate (blue) and late (red) expressed genes that were used in (d) are marked with a rectangle. (d) Lisa analysis of intermediate and late expressed tCX3CR1-MF gene sets as shown in (c). Both intermediate and late gene data sets showed a significant enrichment for IRF, RELA, JUNB, and BATF motifs. While intermediate genes showed binding motifs for RUNX1, BCL6, and NR3C1, the late gene set was only weakly enriched for SPI1 motifs.

**Figure 6—figure supplement 3.**
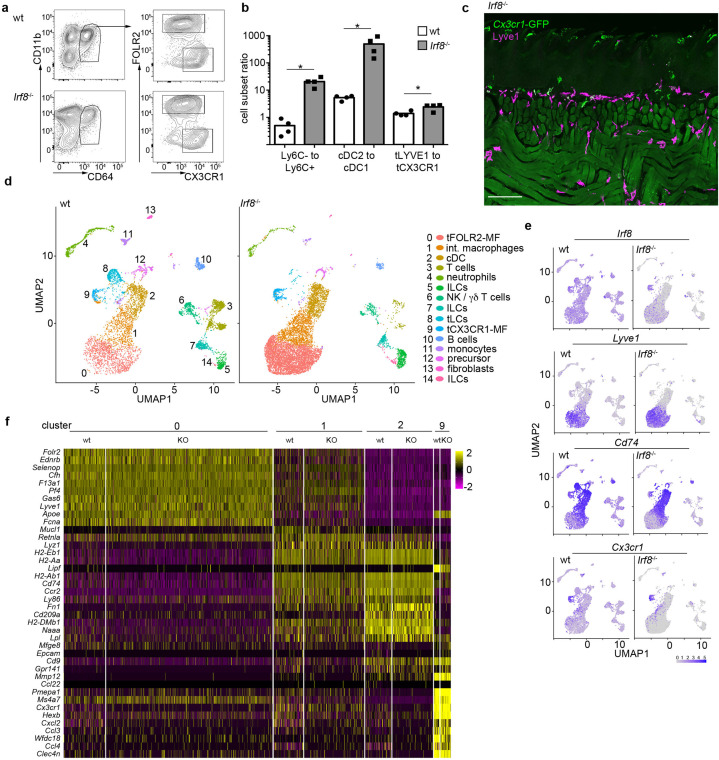
*Irf8*-deficiency does not affect the tongue leukocyte composition. (**a**) Exemplary flow cytometry analysis of *Irf8*-deficient tongue leukocytes and their respective controls. The cells were pre-gated as CD11b^+^ CD64^+^. (**b**) Ratio analysis of Ly6C^-^ monocytes / Ly6C^+^ monocytes, splenic cDC2 /cDC1 cells and tFOLR2-MF / tCX3CR1-MF isolated from WT and *Irf8*-deficient mice (n=4). Each dot represents one animal. The experiment was repeated three times with similar results. Unpaired Student’s T-Test was used to determine significance. * indicates p<0.05. (**c**) Histological analysis of an adult *Cx3cr1^Gfp^*^/+^ *Irf8*^-/-^ tongue reveals the presence of *Cx3cr1*-GFP^+^ tCX3CR1-MF in the lamina propria. Sections were stained with anti-GFP (green) and anti-LYVE1 (violet) antibodies. The experiment was repeated three times. (**d**) 9047 CD45^+^ cells were profiled from adult *Irf8*-deficient mice (pool of n=5 mice) by scRNA-seq. Shown are UMAP dimension reductions of WT (left) and *Irf8*-deficient CD45^+^ tongue cells (right). Note that the *Irf8*-deficient data was separately integrated with WT cells and therefore reveals different clustering results than those shown in main Figures 1, 4 and 5 and Figure 1—figure supplement 1. (**e**) Gene expression examples in wt and *Irf8*-deficient cells. Note that *Irf8* transcripts can be detected on mRNA level in *Irf8*-deficient mice since only exon 2 of the *Irf8* gene is deleted in the Jackson strain 018298. (**f**) Heatmap of marker gene expression for clusters 0, 1, 2, and 9 in wildtype and *Irf8*-deficient cells.

We confirmed the proliferation activity of macrophage precursor cells at p3 by EdU in vivo labelling. One day after injection, EdU incorporation could be readily observed in about 30–40% of CD64^+^FOLR2^+^ cells, while both adult tongue macrophage subsets showed no or weak signs of homeostatic proliferation (Figure 6f).

We then investigated whether peripheral cells like monocytes could adapt to the tongue macrophage niches in an immune compromised condition, for example, after whole body irradiation. We performed bone marrow (BM) chimeric experiments, in which CD45.1 BM cells were transferred into irradiated CD45.2 recipients. We analyzed the composition of donor versus host tongue macrophages 5 and 10 weeks after transfer. While tCX3CR1-MF were already replaced by monocyte-derived cells 5 weeks after transfer, the tFOLR2-MF still comprised 53% (+/-6% SD) donor cells and accordingly, showed a slower replacement (Figure 6g). At 10 weeks after irradiation, both tongue macrophage subsets were exclusively of hematopoietic stem cell (HSC) origin. These data indicate that both tongue macrophage niches can be repopulated by myeloid precursors during adulthood.

To further explore the monocyte-dependency of tCX3CR1-MF and tFOLR2-MF under homeostatic conditions, we analyzed the tongue-resident immune compartment of *Irf8*-deficient mice, which lack cDC1, Ly6C^+^ monocytes and show reduced numbers of Ly6C^-^ monocytes (Kolter et al., 2019; Kurotaki et al., 2013; Figure 6—figure supplement 3a+b). We detected a slight decrease in the frequency of tCX3CR1-MF, but this population was clearly still present in the lamina propria of *Irf8*-deficient mice (Figure 6—figure supplement 3b+c). We also profiled the transcriptome of 9047 CD45^+^ cells from adult *Irf8*-deficient mice (pool of n=5 mice) by scRNA-seq (Figure 6—figure supplement 3d-f). All tongue-resident hematopoietic cell populations that were present in WT animals could also be identified in *Irf8*^-/-^ mice including dendritic cells, tCX3CR1-MF and tFOLR2-MF. In addition to the unchanged mononuclear phagocyte subset composition in *Irf8*^-/-^ mice, the transcriptome of tCX3CR1-MF and tFOLR2-MF was also largely unaffected by the absence of the transcription factor IRF8 (9 DEGs for *Cx3cr1*^+^ and 9 DEGs for *Folr2*^+^ macrophages; Figure 6—figure supplement 3d-f).

Taken together, these experiments indicated that macrophage precursor cells proliferate locally and give rise to both tongue macrophage subsets. However, during adulthood and under immune compromised conditions, tCX3CR1-MF and tFOLR2-MF can be replaced by HSC-derived cells.

## Discussion

Despite the significance of the tongue as a site of interaction between microbes and the host, its cellular immune composition is not well investigated, especially not on the transcriptomic level. In light of the emerging role of different immune cells such as ILCs, regulatory T cells or macrophages in tissue remodeling, nerve surveillance and homeostatic tissue organization (Kolter et al., 2019; Wolf et al., 2017; Wang et al., 2020; Monticelli et al., 2011), we characterized the mouse tongue-resident immune cell compartment under physiological conditions. We confirmed the existence of tLCs, cDCs, and Ly6C^+^ monocytes in the tongue (Sparber et al., 2018; Park et al., 2017; Tanaka et al., 2016) and additionally identified two new subsets of tongue-resident macrophages, one of which was characterized by *Folr2* and *Lyve1* expression, while the other subset expressed high levels of *Cx3cr1*, MHCII-related genes and *Itgax* (encoding CD11c). The phenotype of these two tongue macrophage populations is reminiscent of the two recently defined interstitial macrophage populations which are present across various organs (Chakarov et al., 2019; Dick et al., 2022). 

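Averaged over both populations of tongue macrophages, mean Pearson's r across genes was 0.842 with hMHCII- MF and 0.839 with hMHCII+ MF (3 libraries each), and 0.732 with microglia (7 libraries). With Langerhans cells it was 0.697 for those of the skin (3 libraries) and 0.716 for those of the tongue itself (2 libraries). Colon MF lay between, with 0.765, and lung AM and spleen RPM were at 0.749 and 0.740 (3 libraries each). The values for tongue Langerhans cells may be limited by these libraries themselves. They were the shallowest on average and correlated with each other less than tongue macrophages did with heart macrophages. Whether depth lowered their r was not tested for them alone. Every tongue macrophage library correlated more with both heart populations than with microglia, sLC or tLC.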

In agreement with this, our bulk RNA-seq analysis revealed greater transcriptional similarities of tongue macrophages with interstitial heart macrophages, for example, than with TRMs such as Langerhans cells or microglia.

Chakarov et al., further described an association of *Lyve1*^+^ macrophages with blood vessels and *Cx3cr1*^+^ macrophages with nerve fibers (Chakarov et al., 2019). In the adult tongue, tFOLR2-MF were distributed across both the lamina propria and the deep muscle of the tongue, but were absent from the epithelium. We could also observe the association of tFOLR2-MF to CD31^+^ blood vessels. On the other hand, tCX3CR1-MF are largely restricted to the highly innervated lamina propria and along the fibers of the chorda tympani branch of the facial nerve. In addition, rare clusters of *Cx3cr1*^+^ macrophages could also be detected in innervated posterioir areas of the tongue. It is therefore quite likely that the previously characterized CD11c^+^ ‘dendritic cells’ in the lamina propria of the human and mouse tongues (Feng et al., 2009; Mascarell et al., 2009) correspond to the cells described here as tCX3CR1-MF. Our observation that tCX3CR1-MF acquire their disctinct localization post-natally and gradually might suggest that changes in the oral microbiota contribute to the development and alignment of tCX3CR1-MF in the lamina propria, which coincidences with lactation and weaning. Indeed, it was previously shown that local microbiota has a major impact on the development of mucosal LC (Capucha et al., 2018) and this might also be the case for tongue resident macrophage populations.

The proximity of tCX3CR1-MF to nerves raises the question of whether they perform specific nerve-associated functions. In the skin, large, peripheral nerve-associated *Cx3cr1*^+^ macrophages were recently described (Kolter et al., 2019) that were involved in the maintenance of myelin sheath integrity and axon sprouting after injury and had a transcriptional signature related to nervous system functions. This particular signature was absent from tCX3CR1-MF, although tCX3CR1-MF did express some genes that are enriched in microglia (for example, *Hexb*, *Apoe*) that also reside in close proximity to neurons. Various cranial nerve ganglia innervate the tongue tissue during embryogenesis and axons are guided by multiple chemoattractive factors to the tongue epithelium such as brain derived neurotrophic factor (BDNF; Ma et al., 2009). It is known that microglia-derived BDNF plays an important role in synapse formation and plasticity in the adult brain (Parkhurst et al., 2013). It is therefore possible that the subsequent postnatal maturation of taste receptor cells and the synaptic interconnectivity with neurons might be influenced by tCX3CR1-MF. The interesting topic of whether and how macrophages interact with nerves in the tongue needs further investigation.

It is also possible that tongue macrophages contribute directly or indirectly to instances of taste dysfunction. Various infections including Covid-19 or middle ear infections (Mahmoud et al., 2021; Gautier and Ravussin, 2020; Michael and Raut, 2007), different medical treatment regimens (Wickham et al., 1999) and aging (Ogawa et al., 2017) have all been associated with taste disruption. Taste bud maintenance relies on a continuous renewal of differentiated taste receptor cells (Roper and Chaudhari, 2017) and it has been shown that systemic inflammation like peripheral LPS injection increases TNFα and IL10 production by taste cells (Feng et al., 2012; Feng et al., 2014), inhibits taste progenitor cell proliferation and interferes with taste cell renewal (Cohn et al., 2010). Such a mechanism might explain taste disorders associated with infections in general. We showed that systemic inflammation also causes a direct response from tongue-resident macrophages. We did not investigate the precise contribution of inflammation to taste sensation, yet consider the possibility that tongue macrophages may release cytokines and potentially neurotoxic products that could cause nerve damage. The reverse has also been shown, that tissue macrophages can also mediate neuronal protection and therefore limit neuronal damage upon infection (Matheis et al., 2020). Whether and how the various tongue mononuclear phagocytes are involved in taste perception remains to be explored and could be of clinical relevance in conditions such as anorexia or cancer, where appetite- and weight-loss is often aggravated by taste-dysfunctions.

The question remains of the role of tongue immunity in cases where tongue homeostasis is disrupted. It was recently shown that tongue CD163^+^ macrophages infiltrate tumor tissue in squamous cell carcinoma at a high frequency (Agarbati et al., 2021). CD163^+^ macrophages were interpreted to be ‘M2 macrophages’, and increased infiltration correlated with worse outcomes compared to patients with a high infiltration of CD11c^+^ ‘M1’ macrophages (Agarbati et al., 2021). Regardless of whether the ‘M1/M2’ classification really applies to in vivo situations (Nahrendorf and Swirski, 2016), our data corroborate the notion of the existence of distinct subsets of tongue macrophages, which might respond differently to tumor-specific environmental cues.

In summary, we present a comprehensive catalog of immune cells in the murine tongue in physiological conditions and upon LPS-induced systemic inflammation. We identified two novel macrophage subsets in the tongue, namely tCX3CR1-MF and tFOLR2-MF, and place these findings in the context of mammalian macrophage biology. We hope that these data will encourage and support further investigations of the tongue as barrier and as an underrated immunological organ.

## Materials and methods

### Ethics statement, experimental reporting, and study design

This study was performed in strict accordance with national and international guidelines for the care and use of laboratory animals (Tierschutzgesetz der Bundesrepublik Deutschland, European directive 2010/63/EU, as well as GV-SOLAS and FELASA guidelines and recommendations for laboratory animal welfare). The animal experiment permission was obtained from the Landesamt für Gesundheit und Soziales (LAGeSo, Berlin). Most of the mice that were used in this study were also part of other experiments, in order to reduce animal experiments and suffering.

### Mice

We used the following mouse strains: C57BL/6 N wildytpe mice, B6(Cg)-Irf8tm1.2Hm/J (*Irf8*^-/-^; Jackson laboratory, stock number: 018298), B6.SJL-Ptprca Pepcb/BoyJ (CD45.1/1; Jackson laboratory, stock number: 002014) and B6.129P2(Cg)-Cx3cr1tm1Litt/J (*Cx3cr1^Gfp^*; Jung et al., 2000). For BM chimeras, 8–12 weeks old recipient animals (CD45.2/2) were lethally irradiated (950 rad) and reconstituted with 10^6^ BM cells isolated from CD45.1 expressing mice. The animals received Ciproxin in their drinking water for 10 days after irradiation. BM chimeras were analyzed 5 and 10 weeks after transfer. Mice were bred and housed at specific pathogen-free (SPF) animal facilities of the Max-Delbrück-Center for Molecular Medicine in Berlin, Germany or at the Weizmann Institute of Science in Rehovot, Israel. Mice were kept in standard conditions (22°C ± 1°C) under a 12 hr light cycle with experiments carried out during the ‘lights-on’ phase. Mice had access to a chow diet ad libitum and cages were lined with chip bedding and enriched with a mouse tunnel/igloo.

### Cell suspensions for fluorescence-activated cell sorting

Adult mice were anesthetized by intraperitoneal injection of 150 mg/kg body weight pentobarbital sodium (WDT) and intracardially perfused with PBS.

#### Brain

Brains were dissected, and the olfactory bulb and cerebellum were removed. The remaining brain was minced and filtered through a 70-μm cell strainer in ice-cold high-glucose DMEM (Sigma). The cell suspension was centrifuged at 1200 rpm at 4 °C for 6 min and the pellet was resuspended in 5 ml of 40% Percoll (GE Healthcare) in PBS and transferred to a 15-ml tube. Tubes were centrifuged at 2000 rpm for 25 min at 14 °C with no acceleration nor break. Pellet was resuspended in 10 ml sorting buffer and centrifuged for 6 min at 1200 rpm and 4 °C. Leukocyte-containing cell pellets were further processed.

#### Colon

Cells from *Cx3cr1^Gfp^*^/+^ mice were isolated as previously described (Aychek et al., 2015). In brief, the intestine was removed and feces were flushed with cold PBS without calcium and magnesium. The intestine was longitudinally opened and cut into 0.5 cm pieces. Intestinal epithelial cells were removed by incubation with the HBSS containing 1 mM DTT, 2 mM EDTA, and 5% of fetal calf serum. The cell suspension was incubated on a shaker at 37 °C, 125 rpm for 40 min. The cell suspension was shortly vortexed and passed through a 100-μm mesh. The intestinal tissue pieces were transferred to a 50-ml Falcon tube containing 5 ml PBS with 5% FBS, 1 mg/ml of Collagenase VIII (Sigma) and 0.1 mg/ml DNase I. Samples were incubated on a shaker at 37 °C, 250 rpm for 40 min. Digested colon tissue was vortexed for 40 s, passed through a 70-μm mesh and cells were collected by centrifugation at 1200rpm for 10min at 4°C. Cells were stained after CD16/32 block with antibodies against CD45, CD11b, lineage (Ly6C, Ly6G, B220), and MHCII.

#### Heart

The heart of *Cx3cr1*^*Gfp*/+^ mouse was removed, the organ was chopped into small pieces and digested for 30 min at 37 °C in RPMI medium without fetal calf serum supplemented with 1 mg /ml Collagenase IV and 1 mg/ml DNase I. The digestion was stopped by addition of staining buffer (2 mM EDTA, 1% FCS in PBS) and the cell suspension was minced through a 100-μm cell strainer. After centrifugation at 1200 rpm, 4 °C for 6 min, supernatant was discarded and cells were blocked with anti-CD16/32 antibodies for 10 min, before anti-F4/80-biotin antibodies were added for 25 min on ice. After washing, the cell pellet was incubated with anti-biotin beads (Miltenyi) for 15 min on ice. Cells were washed again (1200 rpm, 4 °C for 6 min) and MACS was performed with LS columns (Miltenyi). After elution and washing of cells, lung cells were stained for CD45, streptavidin, dump (Ly6C, Ly6G), CD11b, MerTK, CD64, and MHCII.

#### Lung

The lung was removed and cut into small pieces. Tissue was collected in RPMI medium without fetal calf serum supplemented with 1 mg/ml Collagenase A and 1 mg/ml DNase I. Tissue was digested for 30 min at 37 °C. The suspension was minced and filtered through a 100μm cell strainer. The cell suspension was centrifuged at 1200 rpm, 4 °C for 6 min. The supernatant was removed and cells were blocked with anti-CD16/32 antibodies for 10 min, before anti-CD45-biotin antibodies were added for 25 min on ice. Afterwards, cells were washed with staining buffer (2 mM EDTA, 1% FCS in PBS) at 1200 rpm, 4 °C for 6 min, supernatant was discarded and anti-biotin beads (Miltenyi) were added for 15 min. Cells were washed again (1200 rpm, 4 °C for 6 min) and MACS was performed with LS columns (Miltenyi). After elution and washing of cells, lung cells were stained for lineage (Ly6C, Ly6G), streptavidin, CD11b, CD64, CD11c, and SiglecF.

#### Spleen

The spleens were removed from Bl6 mice and minced through a 100-μm cell strainer. After washing with staining buffer (2 mM EDTA, 1% FCS in PBS) at 1200 rpm, 4 °C for 6 min, supernatant was discarded and cells were blocked with anti-CD16/32 antibodies for 10 min, before anti-F4/80-biotin antibodies were added for 25 min on ice. After washing, the cell pellet was incubated with anti-biotin beads (Miltenyi) for 15 min on ice. Cells were washed again (1,200 rpm, 4 °C for 6 min) and MACS was performed with LS columns (Miltenyi). After elution and washing of cells, lung cells were stained for CD45, streptavidin, lineage (Ly6C, Ly6G, B220), CD11b, CD11c, and MHCII.

#### Skin Langerhans cells

Ears were dissected and placed over 0.05% Trypsin with EDTA in PBS for 1.5–2 hr at 37 °C, until the epidermis could be peeled off using forceps. The epidermis was minced and the crude tissue suspension in sorting buffer was passed through a 100-μm cell strainer and centrifuged for 6 min at 1200 rpm and 4 °C. Cells were stained after CD16/32 block with antibodies against CD45, Gr1, CD11c and EpCam.

#### Tongue leukocytes

Tongues were extracted, minced in 500 μL of PBS with 0.2 mg of DNAse I (Roche), 2.4 mg Collagenase IV (Gibco) and 0.15 mg (60 U) Hyaluronidase I (Sigma) and incubated for 45 min at 37 °C. Ten ml sorting buffer were added to the crude tissue suspension as it was passed through a 100-μm cell strainer and centrifuged for 6 min at 1200 rpm and 14 °C. Pellet was resuspended in 3 ml PBS, layered over 3 ml of Ficoll-Paque and centrifuged for 17 min at 2000 rpm and 14 °C with no acceleration nor break. The interface containing leukocytes was collected, 5 ml sorting buffer were added centrifuged for 6 min at 1200 rpm and 4 °C. Leukocyte-containing cell pellets were further processed. All tongue preparations were performed according to this protocol, if not otherwise stated.

#### Tongue Langerhans cells

To separate the epithelium from the rest of the tongue and to dislodge Langerhans cells, extracted tongues were injected with 5 U/ml of Dispase II (Sigma) in HEPES buffered saline until completely distended. They were then incubated for 15 min at 37 °C and the epithelium layer was peeled off using forceps. The epithelium was minced in 500 μL of PBS with 0.2 mg of DNAse I (Roche), 4.8 mg Collagenase IV (Gibco) and 0.15 mg (60 U) Hyaluronidase I (Sigma) and incubated for 15 min at 37 °C. Ten ml sorting buffer were added to the crude tissue suspension as it was passed through a 100-μm cell strainer and centrifuged for 6 min at 1200 rpm and 4 °C. The pellet (enriched for tongue Langerhans cells) was then further processed accordingly.

### Flow cytometry and cell sorting

Cell suspensions were kept on ice. They were blocked with anti-CD16/32 (2.4G2) antibodies for 10 min and then stained for 20–25 min with antibodies against mouse CD45 (30-F11), CD45.2 (104), CD45.1 (A20), CD11b (M1/70), CD11c (N418), CD64 (X54-5/7.1), CX3CR1 (SA011F11), F4/80 (BM8), FOLR2 (10/FR2), EpCam (G8.8), Gr1 (RB6-8C5), IA/IE (M5/114.15.2), B220 (Ra3-6B2), Ly6C (HK1.4), Ly6G (1A8), LYVE1 (ALY7), MerTK (2B10C42), Siglec-F (E50-2440) and TIMD4 (RMT4-54). Antibodies were purchased from BioLegend or eBioscience. The gating strategy for all macrophage populations is presented in Figure 2—figure supplement 2. Samples were washed in 2 ml sorting buffer and centrifuged for 6 min at 1200 rpm and 4 °C. Pellet was resuspended in sorting buffer and flow sorted using AriaI, AriaII or AriaIII (BD Biosciences, BD Diva Software) cell sorters. Flow cytometry analysis was performed on Fortessa or LSRII (BD Biosciences, BD Diva Software) and analyzed with FlowJo software v.10.7.1 (BD).

### scRNA-seq

#### Experiment 1 (Figure 1)

Tongues were prepared as described in the Materials and methods section. Eight adult, female Bl6 mice were used for the isolation of interstitial cells with Collagenase IV / Hyaluronidase / DNase I digestion. Four additional adult, female Bl6 mice were used to isolate tongue Langerhans cells with Dispase digestion. Both preparations were pooled and CD45^+^ cells were FACS sorted and analyzed with the Chromium Single Cell 3’ Reagent Kits v3.1.

#### Experiment 2 (Figure 1—figure supplement 1a)

scRNA-seq was performed on CD45^+^ tongue hematopoietic cells isolated from 10 Bl6 female mice. Tongues were extracted, minced in 500 μL of PBS and digested with 0.2 mg of DNAse I (Roche) and 1 mg/ml Collagenase IV (Gibco) and no enrichment for Langerhans cells was performed. 10 ml sorting buffer were added and tissue suspension was passed through a 100-μm cell strainer and centrifuged for 6 min at 1,200 rpm and 14 °C. FACS-purified CD45^+^ cells were used for scRNA-seq. scRNA-seq was performed with the Chromium Single Cell 3’ Reagent Kits v2.

#### Experiment 3 (Figure 4)

Cell isolation of LPS-injected female Bl6 mice was performed as mentioned for experiment 1. Six mice were used for interstitial cell isolation (Collagenase IV / Hyaluronidase / DNase I digestion) and 4 mice for Langerhans cell extraction (Dispase digestion). Both samples were pooled and CD45^+^DAPI^-^ cells were analyzed with Chromium Single Cell 3’ Reagent Kits v3.1.

#### Experiment 4 (Figure 5)

Seven mice were used for interstitial cell isolation by Collagenase IV / Hyaluronidase / DNase I digestion and no enrichment for Langerhans cells was performed. CD45^+^DAPI^-^ FACS-sorted cells were analyzed with Chromium Single Cell 3’ Reagent Kits v3.1.

#### Experiment 5 (Figure 6—figure supplement 3)

Cell isolation of Irf8^-/-^ female Bl6 mice was performed as mentioned above (Collagenase IV / Hyaluronidase / DNase I). Five mice were used for interstitial cell isolation. No additional Langerhans cell extraction was performed for this experiment. CD45^+^DAPI^-^ cells were analyzed with Chromium Single Cell 3’ Reagent Kits v3.1.

### RNA isolation and cDNA synthesis for bulk RNA-Seq

500–20,000 sorted cells were lysed with 100 µl of lysis/binding buffer (Life Technologies), snap-frozen on dry ice and stored at –80 °C until further use. mRNA purification was performed with the Dynabeads mRNA DIRECT Purification Kit (Life Technologies) according to the manufacturer’s guidelines. MARS-seq barcoded RT primers were used for reverse transcription with the Affinity Script cDNA Synthesis Kit (Agilent) in a 10 µl reaction volume.

#### Bulk RNA-sequencing

The MARS-seq protocol was used for bulk RNA sequencing (Jaitin et al., 2014). After reverse transcription, samples were analyzed by qPCR and samples with similar Ct values were pooled. Samples were treated with Exonuclease I (New England BioLabs (NEB)) for 30 min at 37 °C and for 10 min at 80 °C followed by a 1.2 X AMPure XP beads (Beckman Coulter) cleanup. The second strand synthesis kit (NEB) at 16 °C for 2 hours was used for cDNA synthesis followed by a 1.4 X AMPure XP bead cleanup. In vitro transcription (IVT) was performed at 37 °C for 13–16 h with the HiScribe T7 RNA Polymerase kit (NEB). The remaining DNA was digested by Turbo DNase I (Life Technologies) treatment at 37 °C for 15 min followed by a 1.2 X AMPure XP bead cleanup. RNA fragmentation (Invitrogen) was performed at 70 °C and the reaction was stopped after 3 min with Stop buffer (Invitrogen) followed by a 2 X AMPure XP bead cleanup. Ligation of the fragmented RNA to the MARS-seq adapter was performed at 22 °C for 2 h with T4 RNA ligase (NEB) followed by a 1.5 X AMPure XP bead cleanup. A second reverse transcription reaction was performed with MARS-seq RT2 primer and the Affinity Script cDNA Synthesis Kit (Agilent Technologies) followed by 1.5 X AMPure XP bead cleanup. Finally, the library was amplified using P5_Rd1 and P7_Rd2 primers and the Kapa HiFi Hotstart ready mix (Kapa Biosystems) followed by a 0.7 X AMPure XP bead cleanup. Fragment size was measured using a TapeStation (Agilent Technologies) and library concentrations were measured with a Qubit fluorometer (Life Technologies). The samples were sequenced using a NextSeq 500 system (Illumina).

### Microscopy

#### Tissue preparation

Mice were deeply anesthetized with a combination of 150 mg/kg body weight pentobarbital sodium (WDT) and perfused transcardially for 3 min with ice-cold 0.9% NaCl solution and for 5 min with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB). Tongues were post-fixed overnight in 4% PFA in 0.1 M PB. They were then cryoprotected by 3 x overnight incubations in 30 % w/v sucrose in 0.1 M PB, cryosectioned with a cryostat (35 μm sagittal) and mounted directly to slides for staining.

#### Immunohistochemistry

35 μm sagittal tongue sections from the tongue midline were washed for 5 min at RT in TBS (42 mM Tris HCl, 8 mM Tris Base, 154 mM NaCl; pH 7.4). Sections were blocked in 20% normal donkey serum (NDS) in TBS-T for 1 hr at RT and incubated overnight at 4 °C in primary antibody diluted in TBS-T +2% NDS/NGS. Primary antibodies against CD31 (Millipore MAB13982; 1:200), CD68 (Biolegend 137002; 1:100), GFP (AbCam; ab13970; 1:200), LYVE1 (ReliaTech 103-PA50AG; 1:500), Podoplanin (Biolegend 156202; 1:50), TUJ1 (AbCam ab18207; 1:200) were used. Sections were then washed 3 × 30 min in TBS-T and incubated overnight at 4 °C with appropriate secondary antibodies raised in goat and conjugated to Alexa Fluor dyes (Invitrogen) were diluted 1:500 or 1:1,000 in TBS-T +2% NDS/NGS. Sections were washed 3 × 30 min in TBS-T and nuclei were stained with 0.5 mg/ml DAPI in TBS. After washing, sections were mounted with FluorSave reagent (Calbiochem).

#### Imaging and quantification

Imaging was performed using a Leica SP5 TCE. Four regions (R1-R4; Figure 3—figure supplement 1) from three consecutive sagittal 35 μm slices at the tongue midline were imaged at 775.76 × 734.76 μm dimensions and over a depth of 30 μm with 1.5 μm z-stack intervals. All image processing was done with Fiji (Schindelin et al., 2012) and quantifications were performed with Imaris Microscopy Image Analysis Software (Bitplane). Regions of interest (ROI: muscle or lamina propria) were manually drawn onto each z-stack image and the software’s built-in surface module extrapolated the volume of the respective ROI. Then, the built-in surface detection algorithm was used to identify cells (LYVE1^+^ or *Cx3cr1*-GFP^+^) in each ROI, so that we could calculate number of cells and mean cell volumes per ROI volume.

#### Lipopolysaccharide induced systemic inflammation

Mice were injected intraperitoneally with 1 mg/kg LPS (*E. coli* 0111:B4) in 200 μl PBS 6 hr prior to sacrifice.

#### Cell proliferation assay (EdU)

The EdU Click 488 Kit from BaseClick was used. In brief, 0.5 mg/g of EDU in PBS was injected intraperitoneally to adult mice or subcutaneously to pups 15 hr before to sacrifice. Single cell suspensions were obtained from tongues (see relevant section) and cells were processed according to the manufacturer’s instructions.

### Sequencing data analysis

#### Bulk sequencing data analysis

Using the fastq files, the reads were deduplicated based on their UMIs. Subsequently, STAR (version 2.5.3 a) was applied for the alignment of reads to the mouse genome (mm9). Quantification of reads by htseq-count (version 1.0) yielded the input expression matrix for DESeq2 (version 1.26.0), used to identify differentially expressed genes for each group. More specifically, each group was compared against all other groups to obtain DE marker genes.

### Single-cell sequencing data analysis

#### Preprocessing and integration

The data was sequenced with 10 x Genomics (version v3.1). For alignment to mm10 and quantification Cell Ranger Single Cell Software was used. For additional preprocessing and downstream analysis Seurat (v4) was applied. First, based on the UMI counts, cells were filtered based on the number of detected genes and the proportion of mitochondrial gene counts. All cells with more than 10% mitochondrial gene count were removed. For the number of detected genes, a sample specific filtering value was applied, for experiment 2 (10x Chromium v2) the accepted range was between 300 and 2000, for the remaining samples (10 x Chromium v3) a minimum of 500 was required while the maximum cutoff ranged from 5000 (experiment 1) over 5500 (experiment 3)–6000 (experiment 4). The data was normalized and the 4000 most valiable genes were selected. Subsequently, the data was analyzed together by applying Seurats integration function (FindIntegrationAnchors) and making use of the pre-computed anchors (FindIntegrationAnchors), that is genes used to map the cells from different samples. Analogously, experiment 5 (*Irf8*-deficient cells) and experiment 1 were integrated. For the IRF8 sample, the range of detected genes for included cells was set to 500–5500 and cells with more than 10% mitochondrial gene count were removed.

#### Dimension Reduction, unsupervised clustering and marker detection

A principal component analysis provided the basis for the computation of a UMAP and an unsupervised clustering of the cells. The resolution parameter for FindClusters was set to 0.42 (0.25 for experiment 5). Conserved cluster markers for all samples were computed using FindConservedMarkers with the detection method set to 'MAST'. Genes differentially expressed between clusters of different samples were detected analogously using FindClusters.

#### Cell cluster annotation, trajectory inference, and signature enrichment

To assign cell types to the clusters identified, we applied SingleR (version 1.6.1; Aran et al., 2019), using the ImmGen database as annotation resource. Slingshot (version 2.0.0; Street et al., 2018) was applied for trajectory inference. To this end, we provided slingshot with the newborn-specific cluster as starting point. To shed more light on the macrophagic versus dendritic nature of the cells in the central clusters, we computed the enrichment of macrophage-specific as well as dendritic gene sets by use of GSVA (version 1.40.1; Hänzelmann et al., 2013).

## Data Availability

Data that were generated within this study are deposited in Gene Expression Omnibus (GEO) with the accession code GSE205162. The following dataset was generated: LyrasE ZimmermannK WagnerL DörrD FischerC JungS LeutzA MildnerA 2022Tongue immune compartment analysis reveals spatial macrophage heterogeneityNCBI Gene Expression OmnibusGSE20516210.7554/eLife.77490PMC923221835749158

How the deposited data were processed for this re-analysis (not part of the article)

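Bulk RNA-seq libraries of FACS-purified macrophages were analysed, 38 in all, from 10 populations of mouse tongue, heart, colon, brain, spleen, lung and skin. Samples were assigned to a population, replicate and sex from their labels, and every library was used. Outside the tongue macrophages all libraries are labelled female. The single-cell, flow cytometry and imaging data of the paper were not analysed here, nor were GO terms, for which no annotation was used.

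The deposited values are a signal per gene, namely normalized counts. To make them, the authors sequenced MARS-seq libraries of sorted cells, removed duplicate reads by their UMIs, aligned the reads to mm9 with STAR 2.5.3, counted them per gene with htseq-count 1.0 and normalized the counts by size factors of DESeq2 1.26.0. Genes were listed by Ensembl identifier, of which 17424 had a symbol and the other 5177 of 22601 were named from an annotation table of the reference. Positions are those of the mm9 annotation (NCBIM37). Because MARS-seq reads come from the end of transcripts, counts are molecules per gene and were not divided by gene length.

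Normalized counts keep the depth of a library, since a low value is a whole multiple of the value of 1 read. This step was estimated per library from its low values and every value was divided by it, which gave whole reads within 0.1 read for at least 99.75% of values above 0. Recovered totals ranged from 789871 to 11503192 reads, with a median of 3960428.5. A value of 1 read corresponds to 4.56 normalized counts in the library with the fewest reads (tLC) and to 0.28 in that with the most (hMHCII- MF), so a count of 0 excludes low expression less well in tLC, tCX3CR1-MF and the shallower libraries of other populations.

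Tests were made with limma 3.58.1 (empirical Bayes with a mean trend) in R 4.3.3 on log2(normalized count + 1), with Benjamini-Hochberg adjustment. Signature genes of a population were those with a fold change above 2 and an adjusted p under 0.001 against all other libraries pooled, as the paper describes, over 14131 genes with at least 10 normalized counts in at least 2 libraries. Both heart populations were taken together, as in the paper's lists. Direct comparisons of both tongue populations (11687 genes), of both heart populations (10779 genes), and of male and female tongue macrophages with population as a covariate used the libraries of that comparison only, a fold change above 1.5 and an adjusted p under 0.05. Genes of Figure 2c were compared by two-sided exact permutation tests of the mean of log2 values, adjusted over 10 tests. Correlations between libraries were Pearson's r over the filtered genes without centring, and groups of populations were compared by exact permutation of populations. The paper's text names no coefficient, transformation or gene set for its correlation analysis. The shares of 11 lists of marker genes of other cell types were summed per library, and the 9 lists with a tissue of their own were tested by permutation (exact, or with 100000 resamples where both groups had 10 or more libraries). These lists were heart muscle cells, skeletal muscle fibres, keratinocytes, intestinal epithelial cells, neurons and glia, lung epithelial cells, erythroid cells, B cells and salivary gland cells, besides fibroblasts and endothelial cells. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all other steps.

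Genes named in the text were fixed by a rule set before the data were examined. They are every gene the paper names for the bulk libraries, single-cell marker genes of the paper, MHCII and sex genes, the 3 called signature genes with the largest log2 fold change of those whose libraries all lie above all other libraries, the 5 called genes with the largest log2 fold change in each direction of those whose groups do not overlap in a direct comparison, and the members of the marker lists. Some of these genes had been seen in the paper's Figure 2e and its tables. Any other gene is said to be chosen after its values were seen. An item of this rule is not reported here.

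The limma steps were tested on simulated data, with 200 genes changed by a known amount. All libraries were drawn with the same mean per gene and a fixed spread, and the changed genes were taken from those of higher counts. The differences among real populations and replicates are thus absent, so the recovered numbers do not give the power in the real libraries. All 200 were recovered for tCX3CR1-MF against all other libraries (14131 genes, true log2 fold change 3) and for the comparison of both tongue populations (11687 genes, true log2 fold change 2, 14 false calls), and 188 for the heart comparison (10779 genes, true log2 fold change 2, 13 false calls). Alternatives were a pseudocount of 10, no gene filter, an adjusted p under 0.01, libraries rescaled to equal totals, other comparison groups, female libraries only, sex as a covariate, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, Spearman's rho, the 1000 most variable genes, centred genes, thinned reads, replicate blocks and leaving out each replicate in turn. Shared groups of libraries enter the 9 signature comparisons, so these are not independent of each other. Of the paper's read count table only the first part was at hand. It was used to check which heart column belongs to which population, which the index numbers in the titles also give, and for nothing else.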

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

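The tests of marker lists, of Y-linked genes, of a mixture of tongue populations and of differences between sexes and tissues in this part were chosen after values of the genes concerned had been seen.

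In 70 groups of 4 to 10 libraries, the highest or lowest library was compared with the others, and 3 lay apart, close to the 1 in 20 that chance gives. Csf1r was 17594.3 normalized counts in tCX3CR1-MF replicate f1 (5476 reads) and 9065 to 9881 in the other 4. Il12b was 3.05 in tCX3CR1-MF replicate m2 and 159.7 to 347.0 in the other 4, so this library nearly lacked a gene by which the paper characterises the population. Apoe was 25993.8 in microglia replicate 1 and 4229 to 7620 in the other 6. No technical or biological explanation of these single libraries was tested, and the directions of Csf1r and Il12b in the comparisons run were the same without the library.

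The difference between tCX3CR1-MF and tFOLR2-MF was smaller in males than in females for Retnla, Fxyd2 and Pf4. The interaction of sex and population, on the log2 scale as male minus female, was 3.54 for Retnla (limma adjusted p = 0.0254), 3.77 for Fxyd2 (0.0168) and 3.32 for Pf4 (0.0183), and 32 of 11687 genes passed an adjusted p of 0.05. Lyve1, Folr2, Timd4, Clec10a, Cd209b, Cd209d and Cd209f all shifted the same way, by 3.55 (Cd209d) to 6.76 (Cd209f). None of them passed, with limma adjusted p of 0.0710 (Clec10a) to 0.222 (Cd209b). A candidate technical explanation is a share of tFOLR2-MF cells in the 2 male tCX3CR1-MF samples. Of 132 genes called as higher in tFOLR2-MF in female libraries, 91.7% were higher in male than in female tCX3CR1-MF libraries. This test alone does not decide, because the reverse test gave a similar result. Of 238 genes called as higher in tCX3CR1-MF in females, 83.6% were higher in male than in female tFOLR2-MF libraries, and among genes called in the male libraries the shares were 46.4% (627 genes) and 59.4% (411 genes). The share thus depended on the sex in which the genes were called, and a mixture stays open. Retnla, Fxyd2 and Pf4 had been seen before. Sex itself is among the open explanations.

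Between tongue and heart, the contrast of tCX3CR1-MF with tFOLR2-MF differed from that of hMHCII+ MF with hMHCII- MF for 8 named genes, of 125 genes of 12202 at a limma adjusted p under 0.05. The interaction was 8.07 for Il2ra (adjusted p = 4.17e-04), 2.96 for Ms4a7 (5.09e-04), 5.36 for Itgax (0.0208) and 4.86 for Pmepa1 (5.09e-04), all higher in tCX3CR1-MF. It was -7.11 for Cd209b (0.0444), -6.08 for Cd209d (0.0273), -4.89 for Retnla (0.0158) and -3.91 for Pf4 (0.0158), all higher in tFOLR2-MF. The Cd209 genes are paralogs, whose reads the counting may have divided unevenly. None of the alternatives, under which the log2 fold change of Cd209d between both tongue populations (-5.14) was -5.73 (without tCX3CR1-MF replicate m1) to -4.03 (edgeR), assigns reads anew among them, so this stays open. Tissue, genotype and the sorting scheme differ together between tongue and heart, so no single one of them was tested.

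Transcripts typical of other cells of the same tissue were counted in the sorted populations. The test was how many genes of a marker list had their highest mean in libraries from its tissue, with the share of the list in all normalized counts. Genes of intestinal epithelial cells made up 0.589% ± 0.367 (SD, n = 3) of normalized counts in colon MF and 0.0115% elsewhere, with 13 of 15 genes highest in colon and Muc2 most abundant (5484 normalized counts). Genes of erythroid cells made up 0.786% ± 0.373 (n = 3) in spleen RPM and 0.0198% elsewhere, with all 7 detected genes highest there (Hbb-b1 12440). Genes of heart muscle cells made up 0.0724% ± 0.0188 (n = 6) in heart libraries and 0.00392% elsewhere, with 11 of 12 genes highest in heart (Myl2 678.6). Genes of keratinocytes made up 0.0933% ± 0.162 (n = 16) in skin and tongue libraries and 0.00556% elsewhere, with 13 of 14 genes highest there (Krt10 859.6). This share was carried by the 5 Langerhans libraries (0.0617% to 0.503%). The 11 tongue macrophage libraries held 0.00201% to 0.0472%, and all but tCX3CR1-MF replicate f3 lay below lung AM (0.0235% to 0.0301%), so that for tongue macrophages this list does not decide. Genes of skeletal muscle fibres made up 0.0124% ± 0.00905 (n = 13) in tongue libraries and 0.00684% elsewhere, with 10 of 13 genes highest there (Tnni2 171.4), although all 6 heart libraries (0.0114% to 0.0245%) held more than any tCX3CR1-MF library (0.00468% to 0.0101%), the tongue share was carried by tFOLR2-MF (up to 0.0379% in replicate f2) and tLC (0.0103% and 0.0137%), and the list shares Mb and Ttn with that of heart muscle. The log2 differences of the shares were 8.09, 6.27, 4.48, 3.27 and 1.08, with permutation p adjusted over 9 lists of 2.67e-04, 2.67e-04, 3.26e-06, 2.67e-04 and 0.0126. Single libraries were permuted, and libraries of the same population are not independent, so these p overstate the evidence. Lung epithelial cells fell short of the threshold (0.0260% against 0.0144%, adjusted p = 0.0901), and all 5 Langerhans libraries (0.0560% to 0.0924%) held more than any lung AM library (0.0213% to 0.0301%). In lung AM, Napsa was the most abundant gene of the list (473.8), the log2 difference without it was 6.14, and 6 of 8 detected genes were highest there. For these 6 lists, RNA of the named cells, from doublets, debris or free RNA, is a candidate source, least clearly for skeletal muscle fibres, for which it is not supported in tCX3CR1-MF. Macrophages that had taken up such cells would give the same pattern, and the red pulp macrophages of the spleen, which clear erythrocytes, are an example that the design does not separate. For neurons and glia (7 of 11 genes, Mbp 122.0, adjusted p = 0.136), B cells (1 of 6 genes, Cd79b 398.5, adjusted p = 0.618) and salivary gland cells (4 of 8 genes, Bpifa2 12.1, adjusted p = 0.109) the lists do not decide. The salivary gland list pools tongue populations that differed, with 3.21e-04% to 0.00308% in tCX3CR1-MF, 0% to 3.86e-04% in tFOLR2-MF and 0% in both tLC libraries, against up to 0.00157% in colon MF and 8.78e-04% in lung AM. Bpifa2 (3.26) and Muc5b (2.97) of this list were called by limma as higher in tCX3CR1-MF than in all other libraries, as were Prb1 (5.18) and Amy1 (4.75), which are not on the list and were chosen after their values were seen, so RNA of gland cells stays open for tCX3CR1-MF. Fibroblast and endothelial genes, which had no tissue of their own, averaged 0.00381% and 0.00910% of counts, at most 0.0193% in colon MF replicate 2 and 0.0512% in lung AM replicate 3. Tnnt2, Myl3 and Nppa in the heart and Muc2, Lypd8 and Agr2 in the colon, named at the signatures, belong to these lists.

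Both heart libraries of replicate 3, labelled female, held Y-linked RNA. The summed normalized counts of Ddx3y, Eif2s3y, Kdm5d and Uty averaged 428.8 in them, 7.98 in the other 4 heart libraries and 1.19 in the 30 female libraries without them. Reads carried over from the male tongue libraries are argued against, because the sum was 174.8% of that in the male tongue libraries (245.3), while 49 genes high in tongue macrophages showed no excess (median -5.54% of their tongue level). Xist was 42.3, which is 6.67% of its mean in the other heart libraries (634.6). The values are consistent with cells of a male mouse in both samples, so that the label may be wrong or incomplete, and a mixture of both sexes stays open. All male tongue macrophage libraries had a Y-linked sum of 203.7 or more and all female ones 0.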

How the results depend on the processing

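Of the alternatives described here, the comparison of different tissues only and DESeq2 on all genes at an adjusted p under 0.01 were chosen after the data had been seen, and all others before. For single named genes, 691 of the values under the alternatives kept direction and side of the threshold, 87 lost the call, 25 gained it and 16 changed sign, and with 1 replicate left out 727 kept it, 51 lost it and 6 changed sign. For counts and main values these numbers were 115 kept, 71 moved, 4 gained, 2 lost and 7 changed sign, and with 1 replicate left out 554 kept, 26 moved and 1 changed sign. Apart from the causes given, the cause was not tested.

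Numbers of signature genes depended on the threshold and the comparison group, and on other settings in single populations. With an adjusted p under 0.01, which adds genes by construction, they rose to 148 in tCX3CR1-MF, 229 in tFOLR2-MF, 82 in tLC, 792 in sLC, 108 in heart, 1253 in microglia, 311 in spleen RPM and 349 in lung AM. Against the mean of the population means they were 622, 719, 392, 1146, 693, 1501, 765 and 742 in this order, and 850 in colon MF, since limma then estimates the spread within populations. With genes required to be higher than in each other population they were 8 (tCX3CR1-MF), 6 (tFOLR2-MF), 9 (tLC), 196 (sLC), 270 (colon MF), 23 (heart), 159 (microglia), 101 (spleen RPM) and 90 (lung AM). DESeq2 gave 34 in tCX3CR1-MF, 231 in sLC, 43 in colon MF and 24 in heart, and edgeR 42 in tFOLR2-MF, 9 in tLC and 23 in heart. A pseudocount of 10 gave 136 in tFOLR2-MF, 57 in tLC, 298 in spleen RPM and 315 in lung AM. No gene filter gave 103 in tLC, 670 in colon MF and 95 in heart. With female tongue libraries only there were 29 in tFOLR2-MF and 87 in heart. DESeq2 on all genes at an adjusted p under 0.01 gave 65 in colon MF, 324 in lung AM, 121 in tCX3CR1-MF, 184 in tFOLR2-MF and 70 in tLC. Numbers not given stayed within 1.5 times the main ones.

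Leaving out 1 replicate lowered the numbers of signature genes. They were 24 (without f1) to 47 (without m1) in tCX3CR1-MF, with 26 without f3, and 47 (without f1 or m1) to 60 (without m2) in tFOLR2-MF, with 48 without f2 and 52 without m3. In tLC they were 7 without replicate 2, which shared 0 with the 25 genes called with both, and 19 without replicate 1, which shared 10, where the lone library is taken to vary like the other populations. They were 254 (without replicate 1) to 303 (without 2) in sLC, with 302 without 3, and 219 (without replicate 1) to 348 (without 2) in colon MF, with 251 without 3. In spleen RPM they were 99 without replicate 2 and 106 without 1 or 3, and in lung AM 99 without 3, 100 without 1 and 105 without 2.

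Between both tongue populations, 1170 genes differed and 952 to 1258 with 1 replicate left out. Whether the replicate numbers pair the samples stays open. Same-numbered libraries correlated in their deviations from the group means at -0.0665 to 0.0339 in the tongue by label number, at -0.00596 to 0.108 by title number, and at 0.0466 to 0.128 in the heart, where the median of other pairs was -0.0436. Not every pair exceeded 0.1 under any numbering, but all 3 heart pairs were positive, both heart libraries of replicate 3 held Y-linked RNA, and tongue libraries with the same title number also carry successive index numbers. A replicate block gave 392 genes in the tongue and a replicate block from the title number 44. These blocks rest on 4 and 3 pairs, so the loss of usable libraries alone lowers the numbers. Of the genes called without a block, these settings shared 391 and 44. The replicate block gave 25 genes in the heart, where 13 were called without it and a pseudocount of 10 gave 20, no filter 4 and DESeq2 85. Leaving out 1 heart library gave 5 (without hMHCII+ MF replicate 3 or hMHCII- MF replicate 3) to 14 (without hMHCII+ MF replicate 1), with 6 without hMHCII- MF replicate 1 and 7 without replicate 2 of either population. Between sexes, 11 genes differed, and 51 with a pseudocount of 10, 7 without filter, 22 with equal totals, 19 by edgeR and 238 by DESeq2. Leaving out 1 library gave 8 (without tFOLR2-MF replicate m3) to 27 (without tFOLR2-MF replicate f2), with 24 without tCX3CR1-MF replicate f1.

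The sign of 2 genes that were not called between the tongue populations changed. Cd68 (0.08) was -0.12 with equal totals, -0.11 with the replicate block, and -0.0144 (without tCX3CR1-MF replicate f3) to 0.16 (without f1). Plxna4 (0.09) was -0.11 with equal totals, -0.73 with the block from the title number, and -0.25 (without tFOLR2-MF replicate f1) to 0.56 (without tCX3CR1-MF replicate m2). In tCX3CR1-MF against all other libraries Plxna4 was -0.74 by DESeq2 and -0.77 by edgeR. Against the nearest other population, which by construction can only lower a fold change, it was -2.42, and Cd74 -0.087, Cx3cr1 -2.10, H2-Aa -0.70, H2-Ab1 -0.51, H2-Eb1 -0.093, Itgax -1.51 and Ms4a7 -0.13, with Lyve1 -0.72 and Timd4 -0.11 in tFOLR2-MF. Cx3cr1 in the heart (0.49) was -0.0126 (without hMHCII+ MF replicate 3) to 1.17 (without hMHCII+ MF replicate 1).

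The margins of distinct profiles stayed above 0 and moved with the genes used and with centring. Without filter they were 0.0264 in Langerhans cells, 0.0960 in lung AM, 0.0781 in microglia and 0.0777 in spleen RPM, over the 1000 most variable genes 0.385, 0.581, 0.620 and 0.483, and with centred genes 0.381, 0.832, 0.662 and 0.664. Spearman's rho gave 0.170 in lung AM. Leaving out 1 replicate gave 0.0447 (without sLC replicate 3) to 0.118 (without tLC replicate 2) in Langerhans cells and 0.170 (without spleen RPM replicate 3) to 0.185 (without lung AM replicate 1) in lung AM. The difference between MHCII classes, -0.0038, was 0.000104 for Spearman's rho, 0.0033 for a pseudocount of 10, 0.0220 over the 1000 most variable genes, 0.0088 over female libraries and 0.0129 over pairs of different tissues only. The correlation of the tongue and heart ratios was 0.146 over female libraries and 0.2204 with the replicate block, where 10 splits and 16 sign changes allow no p below 0.05. The median over the genes of a list passed the threshold for B cells (3.64), lung epithelial cells (4.08) and neurons and glia (1.78), and was -0.0147 for salivary gland cells. Without their most abundant gene, B cells gave -0.305 and lung epithelial cells 6.14.

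Depth limits tLC, which had the library with the fewest reads (789871), where 1 read is worth 4.56 normalized counts. DESeq2 gave no adjusted p for Cd209b between the tongue populations (log2 fold change -3.62), which is not counted as a lost call.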

Differences from the paper's values

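The paper's lists of up-regulated genes (Figure 2-source data 2) hold 63 genes for colon MF and 36 for heart, where 413 and 56 were called here. They hold 322 genes for lung AM, 149 for tFOLR2-MF and 70 for tLC, where 198, 78 and 25 were called here. Of the alternatives set before the data were examined, DESeq2 on the recovered reads came within 1.5 times of the paper's number for colon MF (43), and all others did not. For heart, DESeq2 (24), equal totals (53) and each single replicate left out (38 to 53) came within this ratio, and all others did not. For lung AM, an adjusted p under 0.01 (349), edgeR (264), equal totals (226), no filter (283) and a pseudocount of 10 (315) did, and all others did not. For tFOLR2-MF only a pseudocount of 10 (136) did, and for tLC an adjusted p under 0.01 (82), no filter (103) and a pseudocount of 10 (57). The paper's text gives an adjusted p below 0.001 as the threshold, but its lists reach adjusted p of 0.00971 (microglia) to 0.00999 (sLC), and only 24 of the paper's 77 genes for tCX3CR1-MF, 63 of 149 for tFOLR2-MF, 25 of 70 for tLC, 228 of 440 for sLC, 44 of 63 for colon MF, 20 of 36 for heart, 641 of 899 for microglia, 125 of 267 for spleen RPM and 176 of 322 for lung AM are below 0.001. DESeq2 on the recovered reads of all genes at an adjusted p under 0.01, which was chosen after seeing the values and the adjusted p of the paper's lists, gave 65 genes for colon MF, 49 for heart, 324 for lung AM, 184 for tFOLR2-MF and 70 for tLC, and dropped 0, 1, 5, 0 and 0 of the paper's genes. It dropped 2 for tCX3CR1-MF (121 called), 4 for sLC (469 called), and 0 for microglia (1104) and spleen RPM (273).

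The lists also differ in their genes. Besides that setting, an adjusted p under 0.01 called 55 of the paper's 77 genes for tCX3CR1-MF and 105 of 149 for tFOLR2-MF, and comparison with the mean of the population means 65 and 126, against 18 and 46 in the main comparison. For the other populations these settings called 31 and 42 of the paper's 70 genes for tLC, 332 and 342 of 440 for sLC, 63 and 63 of 63 for colon MF, 24 and 31 of 36 for heart, 745 and 723 of 899 for microglia, 176 and 222 of 267 for spleen RPM and 216 and 264 of 322 for lung AM. Other settings set before the data were examined also called genes of the paper's lists. In the order tCX3CR1-MF, tFOLR2-MF, tLC, sLC, colon MF, heart, microglia, spleen RPM and lung AM, DESeq2 on the recovered reads called 23, 62, 25, 223, 43, 20, 639, 127 and 174 of the paper's genes, edgeR 19, 29, 6, 247, 61, 17, 485, 134 and 217, a pseudocount of 10 called 24, 71, 12, 272, 62, 20, 681, 153 and 187, and equal totals 11, 42, 4, 162, 60, 17, 639, 117 and 136.

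The paper's log2 fold changes in Figure 2-source data 2 come with the standard error of the fold change, and values were compared within the larger of this error and the standard error here. For tCX3CR1-MF the paper's value is 8.83 for Il2ra (7.39 here) and 5.06 for Mmp12 (6.26 here). For tFOLR2-MF the paper's value is 4.66 for Cd209b (6.27 here), 5.29 for Cd209d (7.60 here), 5.76 for Cd209f (8.57 here), 4.62 for Clec10a (6.89 here), 4.37 for Fxyd2 (7.04 here) and 5.59 for Retnla (9.40 here). The values here are differences of mean log2(normalized count + 1), and those of DESeq2 on the recovered reads were 8.83, 5.06, 4.66, 5.28, 5.76, 4.62, 4.37 and 5.59 in this order. edgeR gave 8.62, 5.03, 4.71, 5.34, 5.78, 4.63, 4.32 and 5.55, also within this error. Of the other alternatives set before the data were examined, a pseudocount of 10 came within it for Mmp12 (4.64), Cd209b (4.54), Cd209d (6.09) and Cd209f (6.99), equal totals (5.95) and population means (5.85) for Mmp12, female libraries (6.11) for Cd209b, and the contrast with the nearest other population for Cd209f (4.43) and Retnla (4.39). All others did not, for any of these genes.

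The paper states that MHCII-expressing macrophages of heart, tongue and colon correlate more with each other and are distinct from the MHCII-negative ones (Fig. 2d). Here mean r was 0.821 within and 0.825 between these classes. The difference had the paper's direction for Spearman's rho (0.000104), a pseudocount of 10 (0.0033), the 1000 most variable genes (0.0220) and female libraries only (0.0088), and for pairs of different tissues only (0.0129), a comparison chosen after seeing the correlation of every pair. It did not without filter (-0.00205), with thinned reads (-0.0025) or with centred genes (-0.0338). The sentence of the paper names heart MHCII+ macrophages on both sides of its comparison, and the second mention was read here as hMHCII- MF, as in Fig. 2d.

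The paper states that tCX3CR1-MF express Il2ra, Il12b and Mmp12 at higher levels than all other populations, and all 3 were called here against the other libraries pooled. In a contrast with each population, Il2ra passed and Il12b and Mmp12, at log2 fold changes of 3.07 and 3.26 from the nearest population, did not.

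The paper states that Langerhans cells, alone among the cells, lack Cd68 and Cd64. Cd64 (Fcgr1) was near 0 in them here, whereas Cd68 was lower but present in all 5 libraries, at 451.5 to 637.0 normalized counts. It likewise reports no Csf1r in alveolar macrophages, where 1099 to 1414 normalized counts were found here, the lowest of all populations.

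The bars read by eye in Fig. 2c, for Cd68 in lung AM, Csf1r and Fcgr1 in microglia and Lyve1 in hMHCII- MF and tFOLR2-MF, match the values here.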

Other observations

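In this part, the genes Bpifb1, Lipf, Sbpl, Kmo, Lcn2 and Dcun1d4 were looked at per library after their values were seen, and the tests of other splits, depth, sex and MHCII genes were set before.

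Numbers of called genes were compared with those of 100 splits of the libraries into groups of the same sizes, the real one included, each comparison by itself and without adjustment over the comparisons. As many genes were called in 1 split each for tFOLR2-MF, sLC, colon MF, heart, microglia, spleen RPM, lung AM and the comparison of both tongue populations, in 2 for tCX3CR1-MF, where the other split called 58 genes against 55, and in 3 for the sexes, where another called 687 genes against 11. All are under 5 of 100, which excludes chance only as a random regrouping of single libraries. For the signatures such groups mix populations and called a median of 0 genes, so that any population whose libraries resemble each other would pass. For tCX3CR1-MF and the sexes, where another split called more genes than the real one, the number of genes alone does not set the real grouping apart. The splits for the signatures were drawn anew once after their result had been seen, and which signatures had 1 split and which had 2 changed with the draw, so these are not to be ranked. The number for tLC, with 2 libraries, was not tested in this way. For hMHCII+ MF and hMHCII- MF it was 1 of 10 splits in all, which is too few to exclude chance.

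The higher correlation of tongue macrophages with heart and colon macrophages was tested for causes in depth and sex. After all libraries were thinned to the smallest total the difference was 0.0838, and with libraries labelled female only it was 0.0795, so neither depth nor the sex of the tongue libraries explains it as a whole. That set still holds both heart libraries of replicate 3 with their Y-linked RNA, so it is female by label only. Microglia have the genotype of the heart and colon cells and had a mean r of 0.732. Tissue, sorting and preparation differ together between populations and stay open. Whether the shared direction of the tongue and heart ratios came from genes that go with the sorting by MHCII was not decided. The r without H2-Aa, H2-Ab1, H2-Eb1 and Cd74 was 0.2359, but 4 of 14131 genes can hardly move it, and Ciita and others stayed in.

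Marker genes of the paper's single-cell clusters were compared between the bulk populations of the tongue, which the paper does not report for these libraries. By limma, Itgax (log2 fold change 8.18, 1044 ± 257.7 normalized counts in tCX3CR1-MF and 4.85 ± 6.14 in tFOLR2-MF), Pmepa1 (5.00, 11505 ± 2019 and 439.0 ± 294.3) and Ms4a7 (2.37, 4308 ± 554.4 and 891.2 ± 355.0) were higher in tCX3CR1-MF (SD, n = 5 and 6). Pf4 was higher in tFOLR2-MF (-4.53, 26082 ± 9169 against 1632 ± 1552). Apoe (0.91) was not called by limma and was called by edgeR (0.94), by DESeq2 (0.96) and without the gene filter. Plxna4, an axon guidance gene, was at 45.3 ± 28.3 and 39.3 ± 18.5 normalized counts and did not differ (0.09). It was detected in all tongue macrophage, heart, colon and microglia libraries and at 0 in all 5 Langerhans libraries. Fcgr1 (0.82, adjusted p = 0.0478) passed the threshold between the tongue populations, and kept the call by DESeq2, with a pseudocount of 10, with sex as a covariate and without tCX3CR1-MF replicate m2 or tFOLR2-MF replicate m4. It lost the call in all other alternatives, with adjusted p up to 0.476.

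Apart from these, the called genes without overlap that differed most between both tongue populations were Tlr12 (8.06), Capn3 (7.87), Il2ra (7.60) and Klrb1b (7.60) in tCX3CR1-MF, and Pla2g2d (-7.93), Cd209f (-7.07), C1qtnf1 (-7.00), C4b (-6.88) and Uaca (-6.59) in tFOLR2-MF.

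Sex was not analysed in the paper. In the tongue, 11 genes differed between male and female libraries at an adjusted p under 0.05 (limma, with population as a covariate). Ddx3y (7.15), Eif2s3y (6.08), Kmo (5.74), Dcun1d4 (4.59) and Ninj1 (1.22) were higher in males, and Lcn2 (-6.54), Xist (-6.21), Hba-a1 (-5.27), Hbb-b1 (-4.74), Sbpl (-2.28) and Rbm25 (-1.42) lower. Kmo was at 0 in all 5 female tongue macrophage libraries and at 34.8 to 84.9 in the 6 male ones, although it reached 56.8 to 162.5 in the heart and 61.2 to 150.6 in the colon libraries, which are labelled female. Lcn2 was at 56.0 to 139.3 in the female tongue macrophages, at 0 in the male ones, and at 32.3 or less in every other library. Dcun1d4 was at 0 in the female and at 12.4 to 42.6 in the male tongue macrophages, and at 9.91 to 30.8 in microglia, which are labelled female. In the 2 tLC libraries, labelled female, Kmo was at 36.4 and 155.1, Lcn2 at 0 and Dcun1d4 at 2.60 and 0. These genes are not on the sex chromosomes, and their pattern in the other libraries, for Kmo and Lcn2 also in those of the tongue, does not follow sex. The labels name no batch or day that would let a difference between preparations of male and female mice be tested.

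Bpifb1 and Lipf were named at the signatures as genes higher in every tCX3CR1-MF library than in every other library. Both genes and Sbpl were also counted in tFOLR2-MF and in some heart libraries. In tCX3CR1-MF they were at 1054 to 3534, 342 to 851 and 375 to 1525 normalized counts, and in tFOLR2-MF at 81.9 to 481.3, 15.0 to 224.8 and 20.2 to 420.4. In hMHCII+ MF replicate 1 they were at 103.0, 182.5 and 170.8, in hMHCII- MF replicate 1 at 37.6, 30.6 and 62.1, and in hMHCII- MF replicate 3 at 19.7, 26.7 and 28.9. In the other 3 heart libraries none exceeded 1.24. Bpifb1 was also counted in both tLC libraries (23.4 and 27.4), in microglia replicate 1 (16.8) and in lung AM (4.49 to 6.03). Lipf was also at 82.6 to 115.3 in lung AM, where Sbpl was at 0.36 or less, at 5.90 in spleen RPM replicate 1 and at 5.20 in tLC replicate 1, where Sbpl was at 10.4. In all remaining libraries none of the 3 genes exceeded 2.80. No explanation of this pattern was tested, RNA of gland cells included, which stays open for tCX3CR1-MF.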
